# Heparan sulfate-dependent RAGE oligomerization is indispensable for pathophysiological functions of RAGE

**DOI:** 10.7554/eLife.71403

**Published:** 2022-02-09

**Authors:** Miaomiao Li, Chih Yean Ong, Christophe J Langouët-Astrié, Lisi Tan, Ashwni Verma, Yimu Yang, Xiaoxiao Zhang, Dhaval K Shah, Eric P Schmidt, Ding Xu

**Keywords:** heparan sulfate, RAGE, inflammation, osteoclast, oligomerization, Mouse

## Abstract

RAGE, a druggable inflammatory receptor, is known to function as an oligomer but the exact oligomerization mechanism remains poorly understood. Previously we have shown that heparan sulfate (HS) plays an active role in RAGE oligomerization. To understand the physiological significance of HS-induced RAGE oligomerization in vivo, we generated RAGE knock-in mice (*Ager*^AHA/AHA^) by introducing point mutations to specifically disrupt HS-RAGE interaction. The RAGE mutant demonstrated normal ligand-binding but impaired capacity of HS-binding and oligomerization. Remarkably, *Ager*^AHA/AHA^ mice phenocopied *Ager*^−/−^ mice in two different pathophysiological processes, namely bone remodeling and neutrophil-mediated liver injury, which demonstrates that HS-induced RAGE oligomerization is essential for RAGE signaling. Our findings suggest that it should be possible to block RAGE signaling by inhibiting HS-RAGE interaction. To test this, we generated a monoclonal antibody that targets the HS-binding site of RAGE. This antibody blocks RAGE signaling in vitro and in vivo, recapitulating the phenotype of *Ager*^AHA/AHA^ mice. By inhibiting HS-RAGE interaction genetically and pharmacologically, our work validated an alternative strategy to antagonize RAGE. Finally, we have performed RNA-seq analysis of neutrophils and lungs and found that while *Ager*^−/−^ mice had a broad alteration of transcriptome in both tissues compared to wild-type mice, the changes of transcriptome in *Ager*^AHA/AHA^ mice were much more restricted. This unexpected finding suggests that by preserving the expression of RAGE protein (in a dominant-negative form), *Ager*^AHA/AHA^ mouse might represent a cleaner genetic model to study physiological roles of RAGE in vivo compared to *Ager*^−/−^ mice.

## Introduction

Receptor for Advanced Glycation End-Products (*Ager* gene) encodes RAGE, a transmembrane protein belonging to the immunoglobulin (Ig) superfamily of receptors. RAGE has attracted tremendous interest in the last two decades given its involvement in many disease conditions including diabetes, Alzheimer’s, atherosclerosis, cancer, and many other inflammatory disorders (Hudson and Lippman, 2018; Yan et al., 2010). RAGE binds a wide array of ligands including advanced glycation end products, amyloid β-peptide, S100 family proteins, and high mobility group Box 1 (HMGB1). In most pathological conditions, diseased tissues show a dramatically enhanced expression and activation of RAGE. Ablation of RAGE signaling in these conditions, either by neutralizing RAGE ligands or by using RAGE knockout mice, has resulted in greatly improved outcome in murine models, which strongly suggests that RAGE can be pursued as a promising therapeutic target (Arnold et al., 2020; Harja et al., 2008; Hofmann et al., 1999; Huebener et al., 2015; Park et al., 1998; Taguchi et al., 2000).

While many pathological roles of RAGE have been well established, the homeostatic role of RAGE remained a mystery until 2006, when it was found that RAGE plays an essential role in regulating osteoclast differentiation and maturation (Zhou et al., 2006). While unchallenged RAGE null mice display normal homeostasis in all other aspects, they demonstrated increased bone mineral density. Mechanistically, it was revealed that HMGB1 secreted by preosteoclasts activates RAGE in an autocrine fashion, and HMGB1-RAGE interaction plays a critical role in establishing the sealing zone, a structural feature of osteoclasts essential for bone resorption (Zhou et al., 2008).

Recently, HMGB1-RAGE signaling has been shown to also play a key role in drug-induced liver injury (Huebener et al., 2015). Following acetaminophen (APAP) overdose, hepatocytes undergoing necrosis release HMGB1 as a danger signal to promote tissue repair. However, when extensive tissue necrosis occurs, the exaggerated inflammation, mediated by HMGB1-driven, RAGE-dependent neutrophil infiltration, often leads to secondary liver damage with worsened disease outcome. In a mouse of APAP-induced liver injury, we and others demonstrated that *Ager*^−/−^ mice were greatly protected from liver damage chiefly due to suppression of neutrophil infiltration (Arnold et al., 2020; Huebener et al., 2015).

Like many cell surface receptors, RAGE signaling depends on receptor oligomerization (Xie et al., 2008; Popa et al., 2014; Zong et al., 2010). However, the exact mechanism by which RAGE oligomerizes remains controversial (Moysa et al., 2019). Historically, RAGE has been hypothesized to undergo ligand-dependent oligomerization (Xue et al., 2016). We have proposed an alternative hypothesis: that prior to ligand binding, RAGE preassembles into an oligomeric complex by interacting with heparan sulfate (HS), a negatively charged polysaccharide widely expressed at the cell surface. This alternative hypothesis is supported by in-depth structural analyses, where we showed by both crystal and solution structures that HS oligosaccharides induce RAGE to form a stable hexamer in the absence of ligand (Xu et al., 2013). Furthermore, in the same study, we showed that in endothelial cells, activation of RAGE signaling by all tested RAGE ligands, including HMGB1, S100A8/A9, S100A12, S100B, and AGE, depended upon the presence of HS at the cell surface. Based upon these findings, we propose that HS functions as a main driver of RAGE oligomerization, assembling RAGE into an oligomeric complex at cell surface without activating it. Only this oligomeric complex can serve as a functional receptor, which can then be activated by RAGE ligands to initiate signaling. As virtually all mammalian cells express HS, HS-dependent RAGE oligomerization is likely a universal requirement for RAGE signaling regardless of cell types and ligands involved.

To investigate the physiological significance of HS-RAGE interaction and HS-dependent RAGE oligomerization, we generated a novel RAGE knock-in (*Ager*^AHA/AHA^) mouse model by introducing point mutations into residues that are involved in HS binding. Remarkably, when bone morphometric indexes and susceptibility to APAP-induced liver injury were examined, we found that the *Ager*^AHA/AHA^ mice phenocopy *Ager*^−/−^ mice precisely. Our findings strongly suggest that HS-RAGE interaction is required for normal function of RAGE in multiple cellular systems and that targeting HS-RAGE interaction could represent a new opportunity to curb RAGE activation. By developing a monoclonal antibody (mAb) that specifically targets part of the HS-binding site of RAGE, we demonstrated that this novel targeting strategy was indeed effective in inhibiting osteoclastogenesis and APAP-induced liver injury. Finally, we discovered that compared to *Ager*^−/−^ mice, alterations in global transcriptome were much more restricted in *Ager*^AHA/AHA^ mice, which suggest that *Ager*^AHA/AHA^ mice might be a better murine model to study RAGE-dependent biological processes.

## Results

### Characterization of RAGE-AHA mutant and generation of *Ager*^AHA/AHA^ knock-in mice

RAGE is a multidomain protein consisting of three extracellular immunoglobulin domains (V-C1-C2, also known as sRAGE), a single transmembrane domain, and a short cytoplasmic tail (Dattilo et al., 2007; Koch et al., 2010). We previously reported that HS can induce RAGE to form a hexamer (trimer of dimers) with 1:2 stoichiometry, and that the interaction involves five basic residues in the V domain and two residues (R216 and R218) in the C1 domain (Figure 1A; Xu et al., 2013). Here, we prepared a triple mutant of mouse RAGE VC1 domain bearing R216A, R217H, and R218A mutations (mVC1-AHA). As expected, the binding capacity of mVC1-AHA to the heparin Sepharose column was reduced significantly compared with wild-type mouse RAGE VC1 domain (WT-mVC1) (Figure 1B). Furthermore, mVC1-AHA was unable to form stable hexamer in the presence of HS dodecasaccharides (Figure 1C). Importantly, mVC1-AHA maintains WT-like binding affinity to RAGE ligand HMGB1 (apparent binding affinity 9.9 nM vs. 11.7 nM, Figure 1D), which is expected because binding of RAGE ligands predominantly occurs at the V domain. To generate a murine model to specifically disrupt HS-RAGE interaction, we introduced R216A-R217H-R218A triple mutations into the *ager* (synonymous with *rage*) locus by CRISPR-Cas9 mediated homologous recombination (Figure 1E). *Ager^AHA/AHA^* mice were born with normal litter size and grew normally without gross morphological abnormalities. The RAGE expression level in *Ager*^AHA/AHA^ mice lungs was similar to WT mice, which suggested that the mutation did not negatively affect the expression of RAGE (Figure 1F).

**Figure 1.**
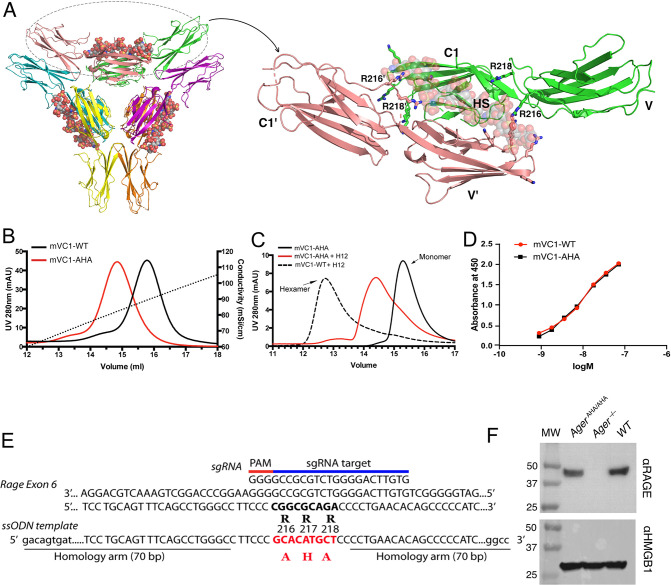
Characterization of HS binding-deficient RAGE mutant (R^216^R^217^R^218^ to A^216^H^217^A^218^) and generation of *Ager*^AHA/AHA^ knock-in mice. (**A**) Cartoon diagram of HS-induced hexamer of RAGE V-C1 domains (PDB 4IMB). The hexamer is organized as trimer of dimers, with each dimer stabilized by one molecule of HS oligosaccharide. Oligosaccharides are shown in space-filling models. One dimer (salmon and green) is enlarged to show HS binding residues (in stick representation). R216 and R218 from both monomers (V-C1 and V’-C1’) are marked. (**B**) Binding of wild-type murine RAGE V-C1 domain (mVC1-WT) and RAGE-AHA mutant (mVC1-AHA) to heparin Sepharose column. RAGE-AHA mutant had reduced HS-binding capacity. (**C**) mVC1-WT or mVC1-AHA were incubated with HS dodecasaccharide (H12) and the mixtures were resolved on a Superdex 200 (10/300 mm) gel filtration column. H12 was unable to induce RAGE-AHA to form a stable RAGE hexamer. (**D**) Binding affinity of mVC1-WT and mVC1-AHA to immobilized HMGB1 was determined by enzyme-linked immunosorbent assay (ELISA). RAGE-AHA displayed WT-like binding affinity to ligand. (**E**) Targeting strategy for generating *Ager*^AHA/AHA^ knock-in mice. Sequences of the targeting single guide RNA (sgRNA), the mutation sites in *Ager* exon 6, and the repairing template single-stranded donor oligonucleotides (ssODN) are shown. (**F**) Western blotting analysis of RAGE expression in lung lysate. Top panel, lung lysates from WT, *Ager*^AHA/AHA^, and *Ager*^−/−^ mice were blotted with a rat anti-RAGE mAb (R&D system), which showed RAGE was expressed at normal level in *Ager*^AHA/AHA^ mice. Bottom panel, as a protein loading control, the blot was reprobed with anti-HMGB1, which is universally expressed by all cells. Figure 1—source data 1.Binding affinity of mVC1-WT and mVC1-AHA to immobilized HMGB1 was determined by enzyme-linked immunosorbent assay (ELISA). Figure 1—source data 2.Western blotting analysis of RAGE expression in lung lysate.

### *Ager*^AHA/AHA^ and *Ager*^AHA/+^ mice develop an osteopetrotic phenotype

As RAGE was reported to be associated with osteoclast maturation (Zhou et al., 2006), we first examined the bone phenotype of *Ager*^AHA/AHA^ mice. Micro-computed tomography (micro-CT) analysis of the femoral trabecular bone morphology and microarchitecture showed that 10-week-old male *Ager*^AHA/AHA^ mice exhibited increased trabecular bone mass (Figure 2A) and displayed a 49% increase in bone volume over tissue volume (BV/TV) (Figure 2B), 17% increase in trabecular thickness (Tb.Th), and 15% decrease in trabecular separation (Tb.Sp) (Figure 2—figure supplement 1). In addition, these *Ager*^AHA/AHA^ mice also displayed a significant increase in the cortical bone thickness (from 0.182 to 0.205 mm) (Figure 2C). Similar phenotype was also observed in 10-week-old female *Ager*^AHA/AHA^ mice, which displayed a 70% increase in bone volume compared to WT mice (Figure 2—figure supplement 2). Notably, all these parameters are highly similar to those of 10-week-old *Ager*^−/−^ mice (Figure 2A-C and Figure 2—figure supplements 1–2). Interestingly, when they were 4 weeks old, the *Ager*^AHA/AHA^ mice had normal bone mass, while *Ager*^−/−^ mice had slightly lower bone mass compared to WT mice. By 4 months old, while the bone mass of *Ager*^AHA/AHA^ mice was 26% higher than WT mice, the bone mass of *Ager*^−/−^ mice was significantly higher (75% over WT). Taken together, these data indicate that the interaction between HS and RAGE, and HS-induced oligomer formation, are indispensable for RAGE to function in bone remodeling.

**Figure 2.**
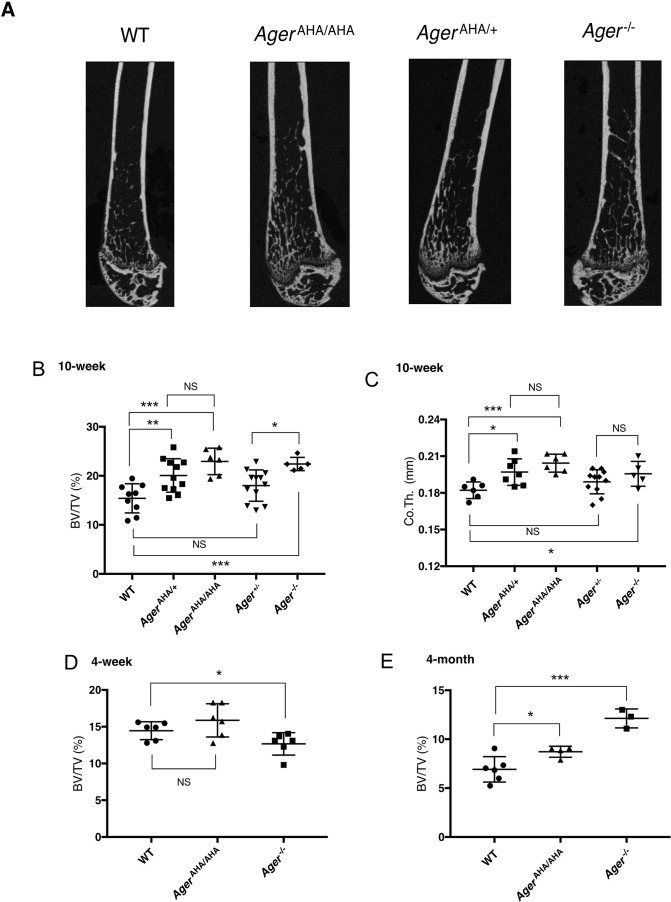
*Ager*^AHA/AHA^ and *Ager*^AHA/+^ mice develop osteopetrotic phenotype. (**A**) Representative μCT images of the femurs from 10-week-old male WT, *Ager*^AHA/AHA^, *Ager*^AHA/+^, and *Ager*^−/−^ mice. (**B**) Trabecular bone volume/tissue volume ratio (BV/TV), n=5–12, and (**C**) cortical bone thickness of femurs from 10-week-old male WT, *Ager*^AHA/AHA^, *Ager*^AHA/+^, Ager^+/−^, and *Ager*^−/−^ mice, n=5–12. (**D**) Trabecular BV/TV of 4-week-old male WT, *Ager*^AHA/AHA^, and *Ager*^−/−^ mice, n=6. (**E**) Trabecular BV/TV of 4-month-old male WT, *Ager*^AHA/AHA^, and *Ager*^−/−^ mice, n=3–6. Error bars represent SD. *, **, and *** represent p<0.05, 0.01, and 0.001, respectively. Figure 2—source data 1.*Ager*^AHA/AHA^ and *Ager*^AHA/+^ mice develop osteopetrotic phenotype.

**Figure 2—figure supplement 1.**
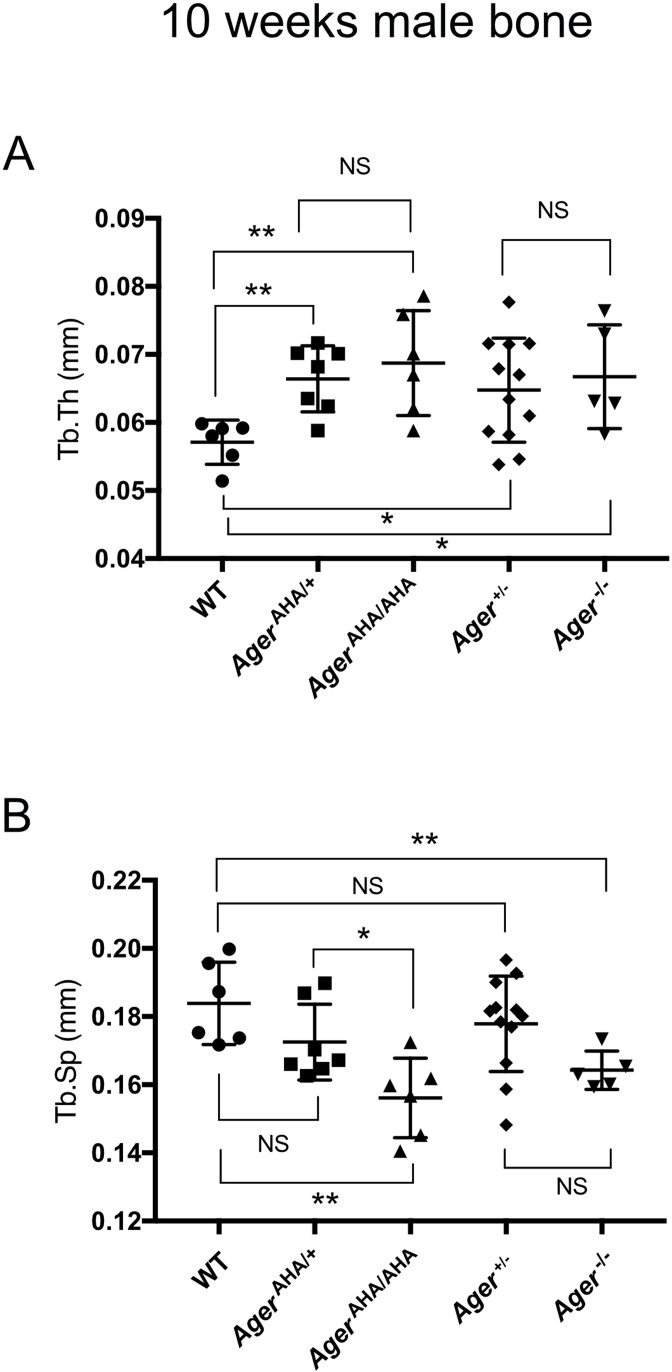
Trabecular bone morphometric analysis of 10-week-old male WT, *Ager*^AHA/AHA^, *Ager*^AHA/+^, *Ager*^−/−^, and Ager^+/−^ mice. (**A**) Trabecular thickness (Tb.Th) and (**B**) Trabecular separation (Tb.sp) as determined by µCT analysis. Error bars represent SD. *, **, and *** represent p<0.05, 0.01, and 0.001, respectively. Figure 2—figure supplement 1—source data 1.Trabecular bone morphometric analysis of 10-week-old male WT, *Ager*^AHA/AHA^, *Ager*^AHA/+^, *Ager*^−/−^, and Ager^+/−^ mice.

**Figure 2—figure supplement 2.**
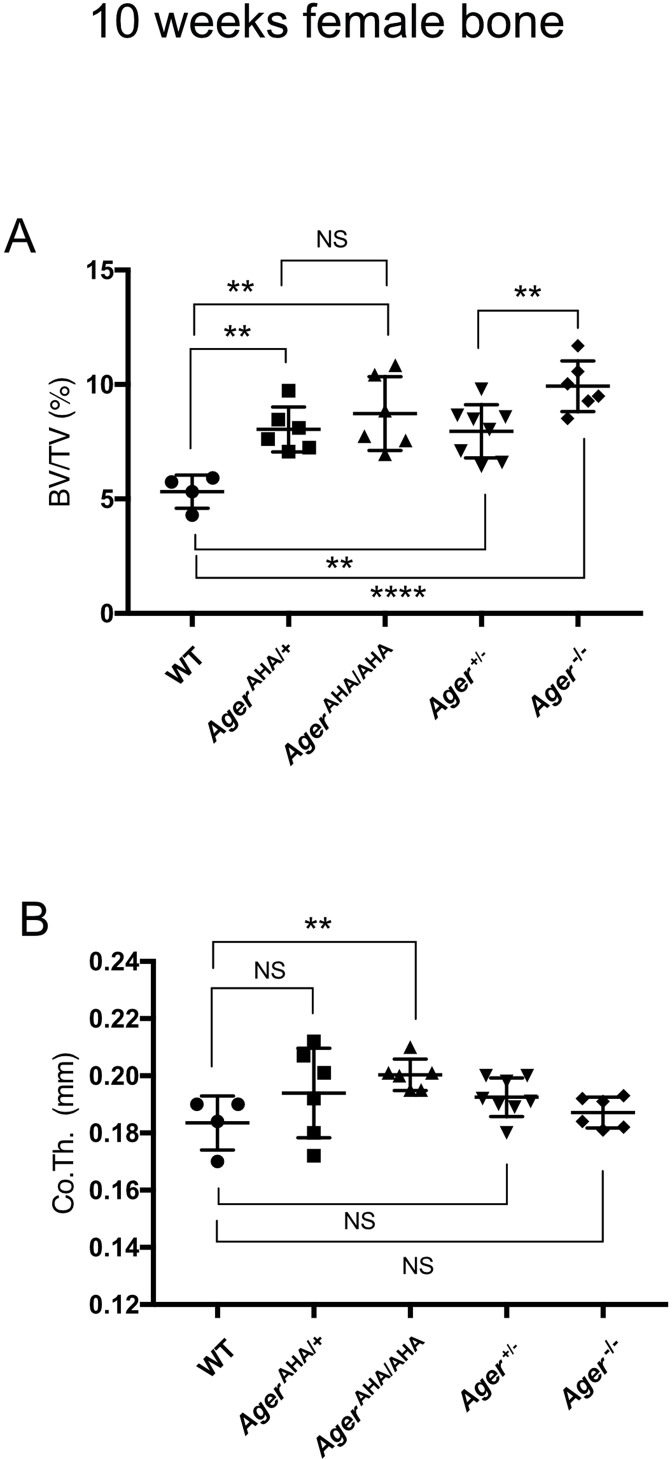
Female *Ager*^AHA/AHA^ and *Ager*^AHA/+^ mice develop osteopetrotic phenotype. (**A**) Trabecular bone volume/tissue volume ratio (BV/TV) and (**B**) cortical bone thickness of femurs from 10-week-old female WT, *Ager*^AHA/AHA^, *Ager*^AHA/+^, *Ager*^+/−^, and *Ager*^−/−^ mice. Figure 2—figure supplement 2—source data 1.Female *Ager*^AHA/AHA^ and *Ager*^AHA/+^ mice develop osteopetrotic phenotype.

To understand the potential contribution of haploinsufficiency and RAGE gene dosage in bone phenotype, we examined both strains of heterozygous mice. To our surprise, male *Ager*^AHA/+^ mice already manifested significant increase in BV/TV (30%) and in cortical bone thickness (from 0.182 to 0.198 mm) (Figure 2A–C). In contrast, although an upward trend was observed in male *Ager*^+/−^ mice, they did not display significant increase in either parameter (Figure 2B–C). However, 10-week-old female *Ager*^+/−^ mice displayed a significant increase in BV/TV (49%) which was almost identical to the increase observed in female *Ager*^AHA/+^ mice (51% increase) (Figure 2—figure supplement 2). Of note, while the BV/TV value was significantly different between *Ager*^+/−^ and *Ager*^−/−^ mice in both male and female mice, it was not significantly different between *Ager*^AHA/+^ and *Ager*^AHA/AHA^ mice. Our findings suggest that RAGE-AHA mutation led to a haploinsufficient bone phenotype, and that gene dosage of RAGE also plays a role in determining the bone phenotype, especially in female mice.

### Osteoclastogenesis is impaired in *Ager*^AHA/AHA^ mice

Tartrate-resistant acid phosphatase (TRAP) staining of tibia sections showed the number of osteoclasts in *Ager*^AHA/AHA^ mice was reduced to a similar level as in *Ager*^−/−^ mice (Figure 3A–B), which indicates a defect of osteoclast differentiation in *Ager*^AHA/AHA^ mice. To confirm this defect, we performed an osteoblast/bone marrow macrophage (BMM) co-culture osteoclastogenesis assay in vitro. In this model, WT primary calvarial osteoblasts were co-cultured with BMMs from WT, *Ager*^AHA/AHA^, and *Ager*^−/−^ mice to induce osteoclastogenesis from BMMs. Compared to the large and multinucleated TRAP-positive cells formed in cultures of WT BMMs, *Ager*^AHA/AHA^, and *Ager*^−/−^ formed much smaller TRAP-positive cells (Figure 3C). To better quantify the differences in osteoclast numbers among the three genotypes, we sub-grouped the osteoclasts based on the number of nuclei number they contain (Figure 3D). Interestingly, while the number smaller osteoclasts (3–10 nuclei) were not significantly reduced in *Ager*^AHA/AHA^ and *Ager*^−/−^, the number of larger osteoclasts (>11 nuclei) were substantially reduced (Figure 3D). Collectively, these results demonstrate that impaired HS-RAGE interaction leads to abnormal maturation of osteoclasts, which suggests a key role for RAGE-HS interaction in regulating osteoclastic differentiation and function. In addition, the mutagenesis in osteoblast lineage cells did not seem to have an impact on bone formation as examined by fluorochrome double labeling (Figure 3—figure supplement 1).

**Figure 3.**
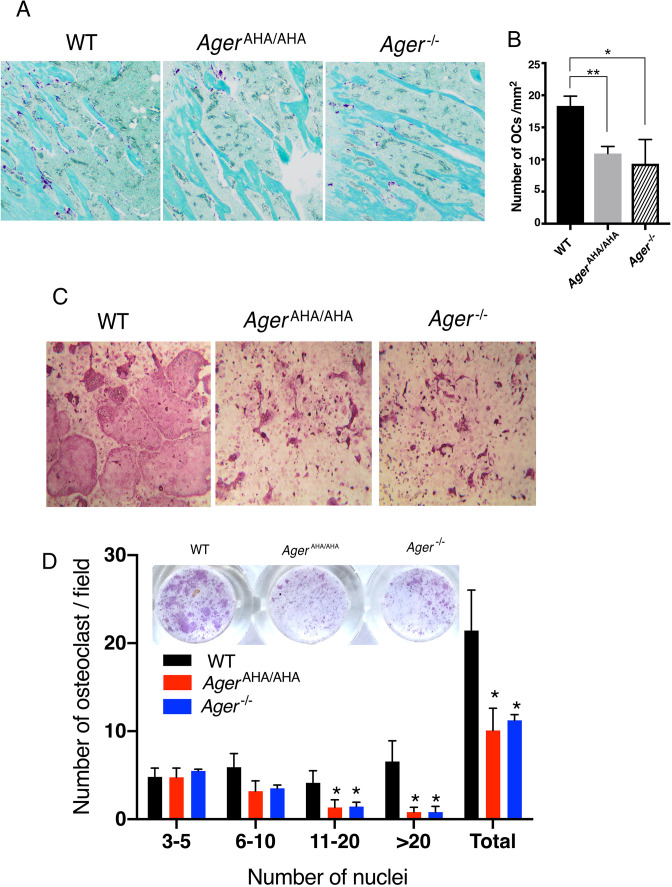
*Ager*^AHA/AHA^ mice display impaired osteoclastogenesis. (**A**) TRAP staining of paraffin sections of WT, *Ager*^AHA/AHA^, and *Ager*^−/−^ tibias. Mature osteoclasts were stained purple, and bone was counterstained with Fast Green. (**B**) Quantification of osteoclasts (OCs) in tibia sections. n=3 mice. (**C**) BMM isolated from WT, *Ager*^AHA/AHA^, or *Ager*^−/−^ mice was co-cultured with WT osteoblasts. Mature osteoclasts are visualized by TRAP staining. (**D**) Quantification of the number of osteoclasts per 100× field. Osteoclasts were sub-grouped into four categories based on the number of nuclei they contain. n=3 wells. * and ** represent p<0.05 and 0.01, respectively. Data are representative of at least three separate assays. TRAP, tartrate-resistant acid phosphatase; WT, wild-type. Figure 3—source data 1.*Ager*^AHA/AHA^ mice display impaired osteoclastogenesis.

**Figure 3—figure supplement 1.**
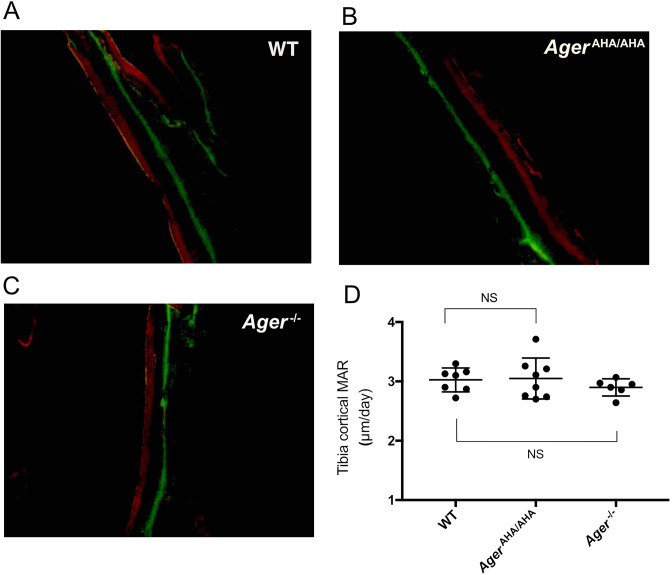
Bone formation was unaltered in *Ager*^AHA/AHA^ and *Ager*^−/−^ mice. (**A–C**) Analysis of bone formation by calcein/Alizarin Red S double labeling in 8-week-old WT, *Ager*^AHA/AHA^, and *Ager*^−/−^ tibia. (**D**) Mineral apposition rate (MAR) calculated from the double-labeling analysis in 8-week-old WT, *Ager*^AHA/AHA^, and *Ager*^−/−^ tibia, n=6–8. Figure 3—figure supplement 1—source data 1.Mineral apposition rate (MAR) calculated from the double-labeling analysis in 8-week-old WT, *Ager*^AHA/AHA^, and *Ager*^−/−^ tibia.

### *Ager*^AHA/AHA^ mice were protected from liver injury after APAP overdose

We and others have previously reported that RAGE was responsible for neutrophil-mediated secondary injury (in an HMGB1-dependent manner) following acetaminophen (APAP)-induced liver necrosis (Arnold et al., 2020; Huebener et al., 2015). When subjected to a sublethal dose of APAP, *Ager*^−/−^ mice displayed a reduction of neutrophil infiltration and liver damage compared with WT mice. We thus similarly used this APAP overdose model to examine the role of HS-RAGE interaction in mediating neutrophilic liver injury. As expected, we found that like *Ager*^−/−^ mice, *Ager*^AHA/AHA^ mice were also protected from APAP-induced liver injury. The plasma level of alanine aminotransferase (ALT), a biomarker of liver damage, was reduced by nearly 45% in *Ager*^AHA/AHA^ mice (Figure 4A). Similarly, neutrophil infiltration into the liver was also significantly reduced in *Ager*^AHA/AHA^ mice (Figure 4B). Histologic examination also confirmed that livers from *Ager*^AHA/AHA^ mice had significantly reduced necrotic area compared to the injured WT livers (Figure 4C–D). Notably, these results were very similar to what we previously observed in *Ager*^−/−^ mice (Arnold et al., 2020). Our data strongly suggest that in this drug-induced liver injury model, HS-RAGE interaction plays an essential role in mediating HMGB1-dependent neutrophil infiltration.

**Figure 4.**
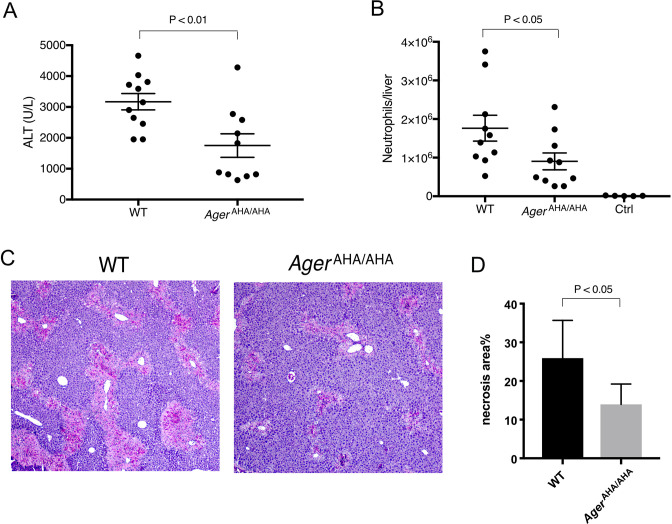
*Ager*^AHA/AHA^ mice were protected from liver injury after APAP overdose. (**A**) WT and *Ager*^AHA/AHA^ mice were treated with 300 mg/kg APAP to induce liver injury and plasma ALT concentrations were measured 24 hr post injury, n=10–11. (**B**) Neutrophils recruitment into the liver after APAP-induced liver injury, n=5–10. (**C**) Hematoxylin and eosin (H&E) staining of paraffin-embedded liver tissues to show the extent of liver necrosis. (**D**) The necrotic area of H&E stained liver tissues was quantified with ImageJ, n=5. Figure 4—source data 1.*Ager*^AHA/AHA^ mice were protected from liver injury after APAP overdose.

### RNA-seq transcriptome analysis of neutrophils from *Ager*^AHA/AHA^ mice and *Ager*^−/−^ mice

To understand whether ablation of RAGE signaling has an impact on the general mobility of neutrophils, we performed an air pouch assay to examine LPS-induced neutrophil infiltration. Interestingly, in this assay, neutrophil infiltration was indistinguishable between WT, *Ager*^AHA/AHA^, and *Ager*^−/−^ mice (Figure 5A). This result confirmed that *Ager*^AHA/AHA^ and *Ager*^−/−^ neutrophils have normal mobility when a different chemoattractant (other than HMGB1) was responsible for the infiltration. During this assay, we unexpectedly discovered that several common surface markers were dramatically upregulated on *Ager*^−/−^ neutrophils with 100% penetrance. Compared to WT neutrophils, the expression level of Ly6C and CD45 on *Ager*^−/−^ neutrophils were 10- to 15-fold higher (Figure 5B). Surprisingly, the expression levels of both markers were completely normal on *Ager*^AHA/AHA^ neutrophils. The abnormal expression of Ly6C and CD45 was not restricted to neutrophils as we also found they are overexpressed in T and B cells from *Ager*^−/−^ mice (Figure 5—figure supplement 1). The fact that two out of eight common leukocyte markers were highly elevated in *Ager*^−/−^ (the other six markers were normal, including CD11b shown in Figure 5B), but were normal in *Ager*^AHA/AHA^ neutrophils strongly suggests that complete removal of RAGE protein has a much broader global impact compared to mere point mutations of RAGE. To grasp the full scale of the alteration in gene expression caused by knocking out *Rage,* we performed an RNA-seq analysis of mature neutrophils from WT, *Ager*^AHA/AHA^, and *Ager*^−/−^ mice.

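Ager, the gene altered in both mutants, was barely transcribed in these neutrophils, with 37, 15 and 26 counts in the 3 WT libraries, 15, 44 and 29 counts in *Ager* AHA/AHA, and 101, 60 and 70 counts in *Ager*-/-. Scaled by TMM, the trimmed mean of M-values, Ager was at 1.59 ± 0.745 CPM (counts per 1e6 counts; SD, n = 3) in WT, 1.32 ± 0.503 CPM in *Ager* AHA/AHA, and 3.33 ± 0.630 CPM in *Ager*-/-. The log2 fold change of Ager against WT was −0.24 (adjusted p = 0.752 from edgeR) in *Ager* AHA/AHA and 1.07 (SE 0.355, adjusted p = 0.0581) in *Ager*-/-. Counts this low cannot check the genotype labels of the neutrophil libraries. The difference of Ager in *Ager*-/- passed the threshold when only the WT and *Ager*-/- libraries were fitted, without *Ager* AHA/AHA replicate 4, and with no filter on low counts.
Leukocytes were recovered from dorsal air pouches 4 hr after injection of 1 μg of LPS and held more than 95% neutrophils by the authors' account. RNA from 3 mice of each genotype was sequenced as paired reads of 150 bases. Total counts assigned to genes ranged from 18226486 to 19584101 (median 18278181) in WT, from 19934817 to 23522678 (median 22363194) in *Ager* AHA/AHA, and from 17109497 to 22171253 (median 19934379) in *Ager*-/-. The authors aligned the reads to the mouse genome mm10 with STAR. The submitters' processing notes also name fastp for trimming and featureCounts for counting. The authors deposited raw counts and FPKM for 54532 genes and called DEGs with DESeq2. Whether the counting used strand, and how it treated reads that match several genes, is not given in the sources used here, so values of overlapping genes and near-identical copies are uncertain.
Here the deposited counts of the 11632 genes that passed edgeR's filter on low counts were tested with edgeR's quasi-likelihood test, with all 3 genotypes in 1 fit and Benjamini-Hochberg adjustment. DEGs are genes with an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. The TMM factors were 0.789 to 0.990 in WT, 0.845 to 1.05 in *Ager* AHA/AHA, and 1.14 to 1.21 in *Ager*-/-, so the choice of scaling bears on the balance of higher and lower genes. On simulated counts, 89.5% of genes changed 4-fold and 60% of genes changed 2-fold passed the adjusted p for *Ager* AHA/AHA against WT. No fold threshold was applied there, so these are not shares of DEGs called. For *Ager*-/- against WT these shares were 87.6% and 50.5%. Of the simulated genes that passed the adjusted p, 5.96% and 3.68% were unchanged ones.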

**Figure 5.**
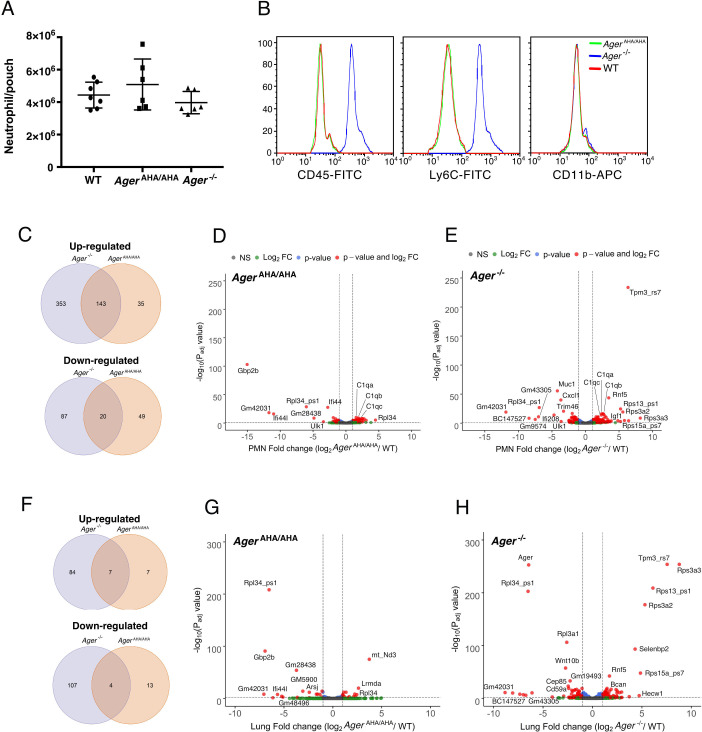
RNA-seq transcriptome analysis of *Ager*^AHA/AHA^ mice and *Ager*^−/−^ mice. (**A**) LPS-induced neutrophil infiltration into air pouch in WT, *Ager*^AHA/AHA^, and *Ager*^−/−^ mice, n=6–7. Neutrophils were quantified 4 hr after LPS injection. (**B**) Surface marker (CD45, Ly6C, and CD11b) analysis of air pouch neutrophils by FACS. Cells from six mice of each genotype were analyzed with identical result. (**C–E**) RNA-seq transcriptome analysis of *Ager*^AHA/AHA^ and *Ager*^−/−^ mice PMN. (**C**) Plot of up- and downregulated genes in *Ager*^AHA/AHA^ and *Ager*^−/−^ PMN. DEGs between *Ager*^AHA/AHA^ and WT PMNs were determined based on Benjamin–Hochberg multicomparison correction p values. 178 genes were found to be significantly upregulated (p_adj_ value≤0.05, log_2_ fold change≥1) while 69 genes were found to be significantly downregulated (p_adj_ value≤0.05, log_2_ fold change≤–1). DEGs between *Ager*^−/−^ and WT PMNs were determined similarly. 476 genes were found to be significantly upregulated (p_adj_ value≤0.05, log_2_ fold change≥1) while 107 genes were found to be significantly downregulated (p_adj_ value≤0.05, log_2_ fold change≤–1). (**D**) Volcano plot of DEGs between *Ager*^AHA/AHA^ PMN and WT PMNs. Genes with most significant changes were marked in the plot. (**E**) Volcano plot of DEGs between *Ager*^−/−^ PMN and WT PMNs. (**F–H**) RNA-seq transcriptome analysis of whole lungs from *Ager*^AHA/AHA^ and *Ager*^−/−^ mice. (**F**) Plot of up- and downregulated genes in *Ager*^AHA/AHA^ and *Ager*^−/−^ lungs. 14 genes were found to be significantly upregulated while 17 genes were found to be significantly downregulated in *Ager*^AHA/AHA^ lungs. In *Ager*^−/−^ lungs, 91 genes were found to be significantly upregulated while 111 genes were found to be significantly downregulated. (**G**) Volcano plot of DEGs between *Ager*^AHA/AHA^ and WT lungs. Genes with most significant changes were marked in the plot. (**H**) Volcano plot of DEGs between *Ager*^−/−^ and WT lungs. DEG, differentially expressed gene; PMN, polymorphonuclear; WT, wild-type. Figure 5—source data 1.LPS-induced neutrophil infiltration into air pouch in WT, *Ager*^AHA/AHA^ , and *Ager*^−/−^ mice.

**Figure 5—figure supplement 1.**
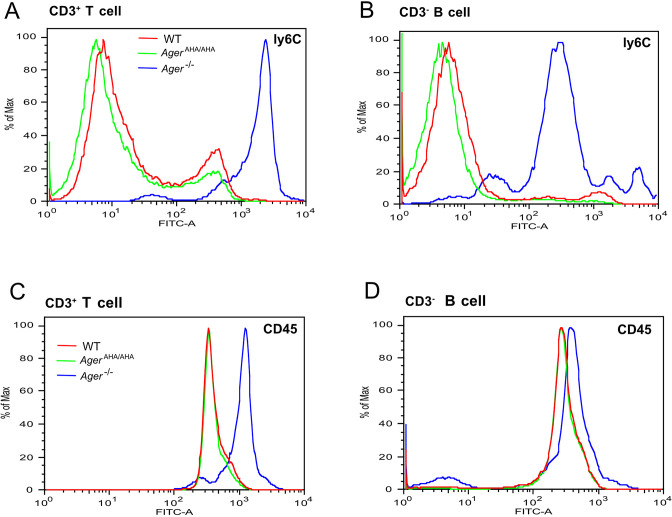
T cells and B cells from *Ager*^−/−^ mice display greatly elevated surface expression of Ly6C and CD45. (**A**) CD3^+^ T cells and (**B**) CD3^−^ B cells from WT, *Ager*^AHA/AHA^, and *Ager*^−/−^ mice were stained with a rat anti-Ly6C-FITC mAb. (**C**) CD3^+^ T cells and (**D**) CD3^−^ B cells were stained with a rat anti-CD45-FITC mAb. Cells isolated from four mice in each genotype were analyzed with almost identical result.

**Figure 5—figure supplement 2.**
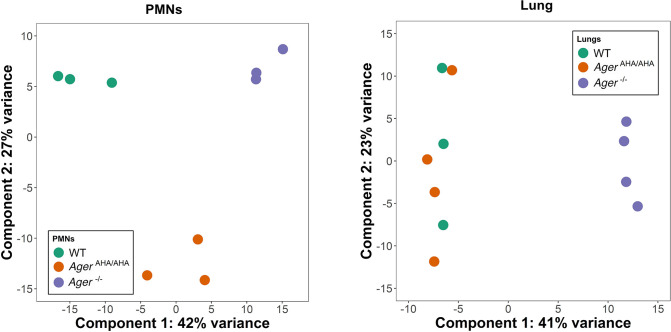
Principal component analysis of RNAseq data. PMN and lung transcriptome of WT, *Ager*^AHA/AHA^, and *Ager*^−/−^ mice (3–4 mice for each) were analyzed by principal component analysis using DESeq2 R package (v1.30.1). Delineation of the PMN transcriptome suggests clear separation between *Ager*^AHA/AHA^ and *Ager*^−/−^ compared to WT mice while the lung transcriptome suggests overlap between *Ager*^AHA/AHA^ and WT mice with *Ager*^−/−^ having clear separation. PMN, polymorphonuclear; WT, wild-type.

**Figure 5—figure supplement 3.**
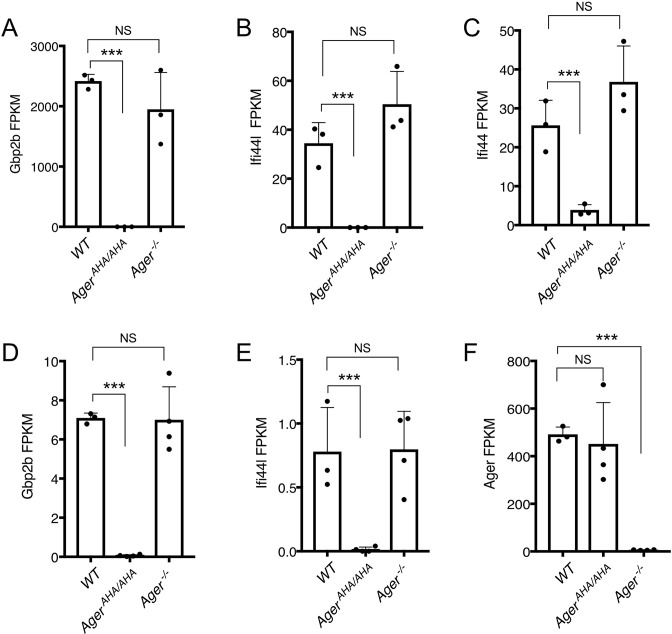
Expression levels of selected genes as determined by RNA-seq. (**A–C**) Expression levels of Gbp2b, Ifi44L, and Ifi44 in neutrophils, respectively, were plotted in FPKM (expected number of Fragments Per Kilobase of transcript sequence per Millions base pairs sequence). (**D–F**) Expression levels of Gbp2b, Ifi44L, and Ager in lungs, respectively, were plotted in FPKM. Figure 5—figure supplement 3—source data 1.Expression levels of selected genes as determined by RNA-seq.

**Figure 5—figure supplement 4.**
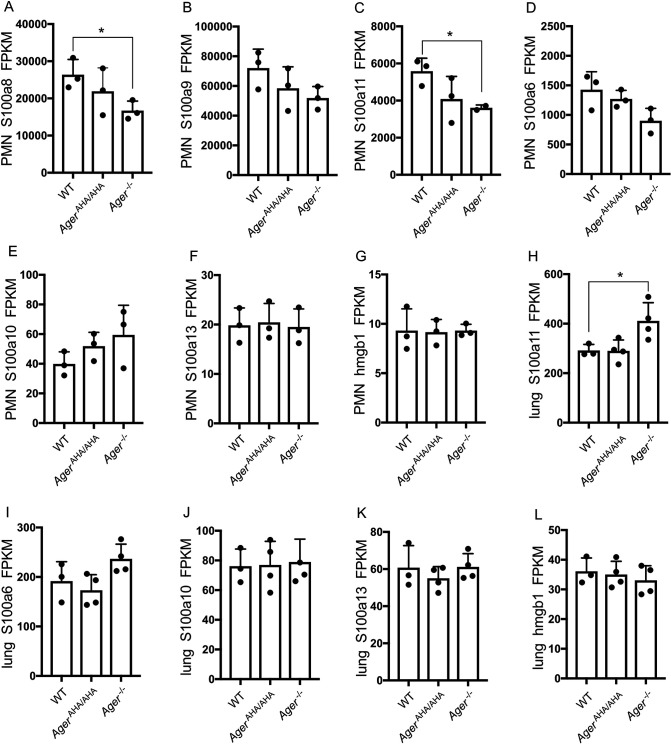
Expression levels of highly expressed AGER ligands as determined by RNA-seq. (**A–G**) Expression levels of S100a8, S100a9, S100a11, S100a6, S100a10, S100a13, and hmgb1 in neutrophils were plotted in FPKM. (**H–L**) Expression levels of S100a11, S100a6, S100a10, S100a13, and hmgb1 in lungs were plotted in FPKM. * represents p<0.05. For all unlabeled bars, no significant difference was detected compared to WT level. Figure 5—figure supplement 4—source data 1.Expression levels of highly expressed AGER ligands as determined by RNA-seq.

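Retnla, a resistin-like protein secreted by alternatively activated macrophages, was at 4.37 ± 1.95 CPM (SD, n = 3) in WT neutrophils, 37.5 ± 19.9 CPM in *Ager* AHA/AHA, and 19 ± 4.88 CPM in *Ager*-/-. Its log2 fold change against WT was 3.11 (SE 0.474, adjusted p = 0.0127 from edgeR) in *Ager* AHA/AHA and 2.13 (SE 0.465, adjusted p = 0.0245) in *Ager*-/-. Chil3, a chitinase-like protein of myeloid cells, was lower in *Ager* AHA/AHA at 7.47 ± 1.07 CPM against 29.1 ± 8.02 CPM in WT, a log2 fold change of −1.97 (SE 0.255, adjusted p = 5.3e-04). In *Ager*-/- neutrophils Chil3 was at 18.6 ± 6.14 CPM, which was higher than in *Ager* AHA/AHA (adjusted p = 0.0158) but did not pass the test against WT (adjusted p = 0.0846). The call of Retnla in *Ager* AHA/AHA was lost when only the WT and *Ager* AHA/AHA libraries were fitted, and that of Chil3 was lost with limma on log2(FPKM + 1).
On the 500 most variable genes, after DESeq2's variance-stabilizing transformation, the first principal component held 41.2% of the variance and the second 27.5%. On this plane, libraries of the same genotype lay on average 4.76 units apart in WT, 6.42 in *Ager* AHA/AHA, and 2.78 in *Ager*-/-. Libraries of different genotypes lay 23.7 units apart for *Ager* AHA/AHA and WT, 26.7 for *Ager*-/- and WT, and 23.8 for *Ager*-/- and *Ager* AHA/AHA. For 9 of the 9 libraries the nearest other library had the same genotype.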

Principle component analysis of the RNA-seq data found clear separation of transcriptomes of *Ager*^AHA/AHA^, *Ager*^−/−^, and WT mice, with all three biological replicates of each genotype closely clustering together (Figure 5—figure supplement 2). 

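In *Ager*-/- neutrophils, Pmp22, a membrane protein first described in myelin, was at 6.87 ± 1.22 CPM (SD, n = 3) against 0.9 ± 0.257 CPM in WT (log2 fold change 2.94, SE 0.311, adjusted p = 1.5e-05 from edgeR). Gprc5b, an orphan G protein-coupled receptor, was at 4.35 ± 2.29 CPM in *Ager*-/- against 0.125 ± 0.163 CPM in WT and 0.0987 ± 0.108 CPM in *Ager* AHA/AHA (log2 fold change against WT 5.09, SE 0.693, adjusted p = 4.9e-04). Cep85, a centrosomal protein, fell to 3.43 ± 0.612 CPM in *Ager*-/- from 12.5 ± 1.26 CPM in WT (log2 fold change −1.86, SE 0.217, adjusted p = 5.1e-05) and was at 11.8 ± 2.61 CPM in *Ager* AHA/AHA. Among the *Ager* AHA/AHA genes, Ehd3, a protein of endosomal recycling, rose (log2 fold change 2.67, adjusted p = 0.00768), and Mthfd2l, a mitochondrial enzyme of folate metabolism, fell (log2 fold change −1.93, adjusted p = 0.00815), though both calls were lost without WT replicate 1 or without *Ager* AHA/AHA replicate 6.
Of the genes tested, 558 were higher and 92 lower in *Ager*-/- neutrophils, 650 in all. For *Ager* AHA/AHA neutrophils, 161 were higher and 62 lower, 223 in all, a ratio of 2.91. The counts of the mutants differ by 427, and of the 10 splits of their 6 libraries, too few for a share under 0.05, the highest other gave 458. With no fold threshold the counts were 1240 and 423. Markers of macrophages, antigen-presenting cells, T cells and NK cells and genes of cell division were among the higher genes of both mutants. When the markers of cell types other than neutrophils and the cell cycle genes were left out, an alternative chosen after the data were seen, 566 and 194 DEGs were counted. This took out the listed genes alone, so other transcripts of those cell types may remain in these counts. Compared directly, 26 genes were higher and 27 lower in *Ager*-/- than in *Ager* AHA/AHA with edgeR, and 12 higher and 20 lower with DESeq2.
The counts depended on single libraries and were 158 for *Ager*-/- and 40 for *Ager* AHA/AHA without WT replicate 1, and 389 and 87 without WT replicate 3. For *Ager* AHA/AHA it was 337 without WT replicate 2 and 352, 106 and 47 without *Ager* AHA/AHA replicates 2, 4 and 6 in turn. With limma on log2(FPKM + 1) the counts were 64 for *Ager*-/- and 26 for *Ager* AHA/AHA. On library totals without TMM factors, an alternative chosen after the data were seen, 1599 genes were higher and 37 lower in *Ager*-/-, and 156 and 25 in *Ager* AHA/AHA.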

As expected, the overall number of differentially expressed genes (DEGs) in *Ager*^−/−^ neutrophils were almost 2.5 times higher than in *Ager*^AHA/AHA^ neutrophils (603 vs. 247). Significant overlap was found in upregulated genes, with 80% of upregulated genes in *Ager*^AHA/AHA^ (143/178) also being upregulated in *Ager*^−/−^ neutrophils (Figure 5C and Supplementary file 1). In contrast, the overlap was rather limited in downregulated genes, with merely 29% (20/69) of downregulated genes in *Ager*^AHA/AHA^ also being downregulated in *Ager*^−/−^. 

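Slamf8, a receptor of the SLAM family found on macrophages, was at 0.601 ± 0.367 CPM (SD, n = 3) in WT neutrophils, 4.34 ± 2.13 CPM in *Ager* AHA/AHA, and 5.25 ± 1.28 CPM in *Ager*-/-. Its log2 fold change against WT was 2.85 (SE 0.424, adjusted p = 0.00208 from edgeR) in *Ager* AHA/AHA and 3.10 (SE 0.422, adjusted p = 3.2e-04) in *Ager*-/-. Ear2, an eosinophil-associated ribonuclease, rose by 2.38 (adjusted p = 0.0012) and 2.04 (adjusted p = 0.00172) on the log2 scale, from 1.32 ± 0.222 CPM in WT to 6.86 ± 3.16 CPM in *Ager* AHA/AHA and 5.47 ± 0.657 CPM in *Ager*-/-. Fcrls, an Fc receptor-like protein of macrophages and microglia, rose by 2.54 (adjusted p = 3.4e-04) and 2.21 (adjusted p = 4.9e-04). H2-DMb1, which loads peptides onto MHC class II, rose by 1.78 (adjusted p = 0.00364) and 1.83 (adjusted p = 0.0012). None of these 4 genes differed between the mutants, with adjusted p of 0.831 for Slamf8, 0.741 for Ear2, 0.719 for Fcrls and 0.959 for H2-DMb1. With limma on log2(FPKM + 1), the calls of Slamf8 and H2-DMb1 in *Ager* AHA/AHA and of Ear2 and H2-DMb1 in *Ager*-/- were lost.
Of the 161 genes higher in *Ager* AHA/AHA, 132 were also higher in *Ager*-/-, or 82.0%, and 158 had a positive log2 fold change there. In simulated unchanged groups, a mean of 152 of the 161 genes ranked first by p had a positive log2 fold change in the other group. These simulations redrew every library, the WT ones included, gene by gene from the WT mean. They thus hold neither the real deviations of the WT libraries nor correlation between genes. Independent lists of these lengths would share 7.72 genes. The simulated groups had at most 2 and 4 genes called, so their shared calls are no measure. DESeq2 gave 155 shared genes in the data. With an unadjusted p under 0.05, 982 genes were higher in both mutants against a mean of 68.6 in the simulations. Across genes, the covariance of the log2 fold changes was 0.334 (correlation 0.706) against 0.0813 (correlation 0.529) in the simulations, a difference of 0.253. Part of the excess may come from the shared controls, since 3 WT libraries cannot be split.
Of the 29 genes called higher in *Ager* AHA/AHA alone, 3 differed between the mutants, namely mt-Nd3, Mid1 and G530011O06Rik, which were named after their values were seen. Mid1 went opposite ways, with log2 fold changes of 1.40 in *Ager* AHA/AHA and −2.07 in *Ager*-/-. The shared count was 22 without WT replicate 1, 34 without WT replicate 3, 60 without *Ager* AHA/AHA replicate 4, and 24 without *Ager* AHA/AHA replicate 6, and it was 7 with limma on log2(FPKM + 1).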

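Zfp523, a zinc finger transcription factor, fell in both mutants, from 35.1 ± 4.20 CPM (SD, n = 3) in WT neutrophils to 16.3 ± 2.52 CPM in *Ager* AHA/AHA (log2 fold change −1.11, SE 0.185, adjusted p = 0.0045 from edgeR) and 15.7 ± 2.30 CPM in *Ager*-/- (log2 fold change −1.16, SE 0.185, adjusted p = 0.00138). The other genes lower in both included Prok2, a secreted prokineticin made by neutrophils, and Fst, which encodes follistatin, with log2 fold changes of −1.25 and −1.42 in *Ager* AHA/AHA and −1.21 and −1.47 in *Ager*-/-. Both were named after their values were seen. Gm12183, a processed pseudogene of uncertain read assignment, fell in *Ager* AHA/AHA (log2 fold change −1.76, SE 0.293, adjusted p = 0.0045) and differed between the mutants, with 0.877 ± 0.0705 CPM in *Ager* AHA/AHA and 2.22 ± 0.149 CPM in *Ager*-/- (adjusted p = 0.0428).
Of the 62 genes lower in *Ager* AHA/AHA neutrophils, 15 were also lower in *Ager*-/-, or 24.2%, and 60 had a negative log2 fold change there. The mean was 57.3 of 62 genes in groups simulated without change, with the WT libraries redrawn too. Independent lists of these lengths would share 0.490 genes. At an unadjusted p under 0.05, 677 genes were lower in both mutants against 49.3 in the simulations, part of which may come from the shared controls. Of the 47 genes called lower in *Ager* AHA/AHA alone, 8 differed between the mutants in the direct comparison, and 39 passed the threshold against WT in *Ager* AHA/AHA alone without such a difference.
With no fold threshold, 99 of the 214 genes lower in *Ager* AHA/AHA were also lower in *Ager*-/-. The count of shared genes was 3 without WT replicate 1, 26 without WT replicate 2 or *Ager*-/- replicate 1, 7 without *Ager* AHA/AHA replicate 4 or *Ager*-/- replicate 4, 4 without *Ager* AHA/AHA replicate 6, and 8 without *Ager*-/- replicate 6. The call of Zfp523 in *Ager* AHA/AHA was lost without WT replicate 1.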

Gene ontology (GO) analysis of upregulated genes found that genes related to regulation of leukocyte activation (43 genes), differentiation (27 genes), proliferation (29 genes), adhesion (34 genes), and regulation of cytokine production (30 genes) were highly enriched in *Ager*^−/−^ neutrophils (Supplementary file 2). 

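Among 112 genes tested from lists of macrophages, antigen-presenting cells, T cells, regulatory T cells and group 2 lymphoid cells, NK cells and dividing cells, 60 were higher in *Ager*-/- neutrophils with edgeR. Of 19 macrophage markers tested, 10 were higher and none lower with edgeR (12 higher when adjusted over the list alone), with a median log2 fold change of 1.40. C1qa, a subunit of the complement component C1q, went from 3.66 ± 1.21 CPM (SD, n = 3) in WT to 19.6 ± 3.48 CPM in *Ager*-/- (log2 fold change 2.42, SE 0.244, adjusted p = 7.5e-06). C1qb and C1qc rose by 2.38 and 2.74 on the log2 scale. Of 17 genes of antigen presentation, 9 were higher (10 adjusted over the list alone), among them the MHC class II gene H2-Ab1, which rose from 90.4 ± 8.56 to 208 ± 28.3 CPM (log2 fold change 1.20, adjusted p = 0.0012). H2-Ab1 lies within 10 Mb of Ager on chromosome 17, as do H2-Aa, H2-Eb1, H2-DMa and H2-DMb1. All of these were higher in both mutants, and their position was not separated from other sources.
Of 19 T cell markers, 12 were higher (15 adjusted over the list alone), including the kinase Lck, from 3.44 ± 0.575 to 9.49 ± 1.70 CPM (adjusted p = 0.00209), and Cd2 (log2 fold change 2.36, adjusted p = 0.00375). Of 15 genes of regulatory T cells and group 2 lymphoid cells, 10 were higher (14 adjusted over the list alone), with a median of 2.16. Ikzf2, a transcription factor of regulatory T cells, rose by 2.16 (SE 0.318, adjusted p = 7.1e-04), and Tigit, an inhibitory receptor, by 2.23 (adjusted p = 0.00724). Of 19 markers of NK and cytotoxic lymphocytes, 7 were higher (14 adjusted over the list alone), among them the interleukin-2 receptor subunit Il2rb, by 1.33 (adjusted p = 0.00269). Of 23 cell cycle genes, 12 were higher (18 adjusted over the list alone), such as the topoisomerase Top2a, from 3.49 ± 0.681 to 9.28 ± 2.32 CPM (adjusted p = 0.00217), and the mitotic kinesin Kif11. The T cell, regulatory T cell and NK lists and the macrophage list were drawn up with the paper's supplementary tables in view, so they are not independent evidence of the direction.
Set against all other genes by camera with its preset correlation of 0.01, the macrophage list had an adjusted p of 6.6e-11, the T cell list 2.3e-10, the regulatory T cell list 2.2e-10, and the cell cycle list 8.8e-10. With an estimated correlation these calls were lost, with adjusted p = 0.193, 0.239, 0.336 and 0.332. The antigen presentation list had 5.0e-08 (adjusted p = 0.231 with an estimated correlation) and the NK list 2.4e-07 (adjusted p = 0.339 with an estimated correlation). Of the genes that the paper's supplement lists under the terms named, 37 of 43 for regulation of lymphocyte activation, 26 of 27 for regulation of leukocyte differentiation, 24 of 29 for leukocyte proliferation, 31 of 34 for positive regulation of cell adhesion, and 27 of 30 for positive regulation of cytokine production were called higher here. This is not independent evidence, since these genes were chosen on the same samples. With limma on log2(FPKM + 1), the calls of H2-Ab1, Lck, Cd2, Ikzf2, Tigit, Il2rb, Top2a and Kif11 were lost and those of C1qa, C1qb and C1qc were kept. Over all gene lists, 109 members were called in *Ager*-/- neutrophils, and 48 without WT replicate 1.

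**Figure D1:**
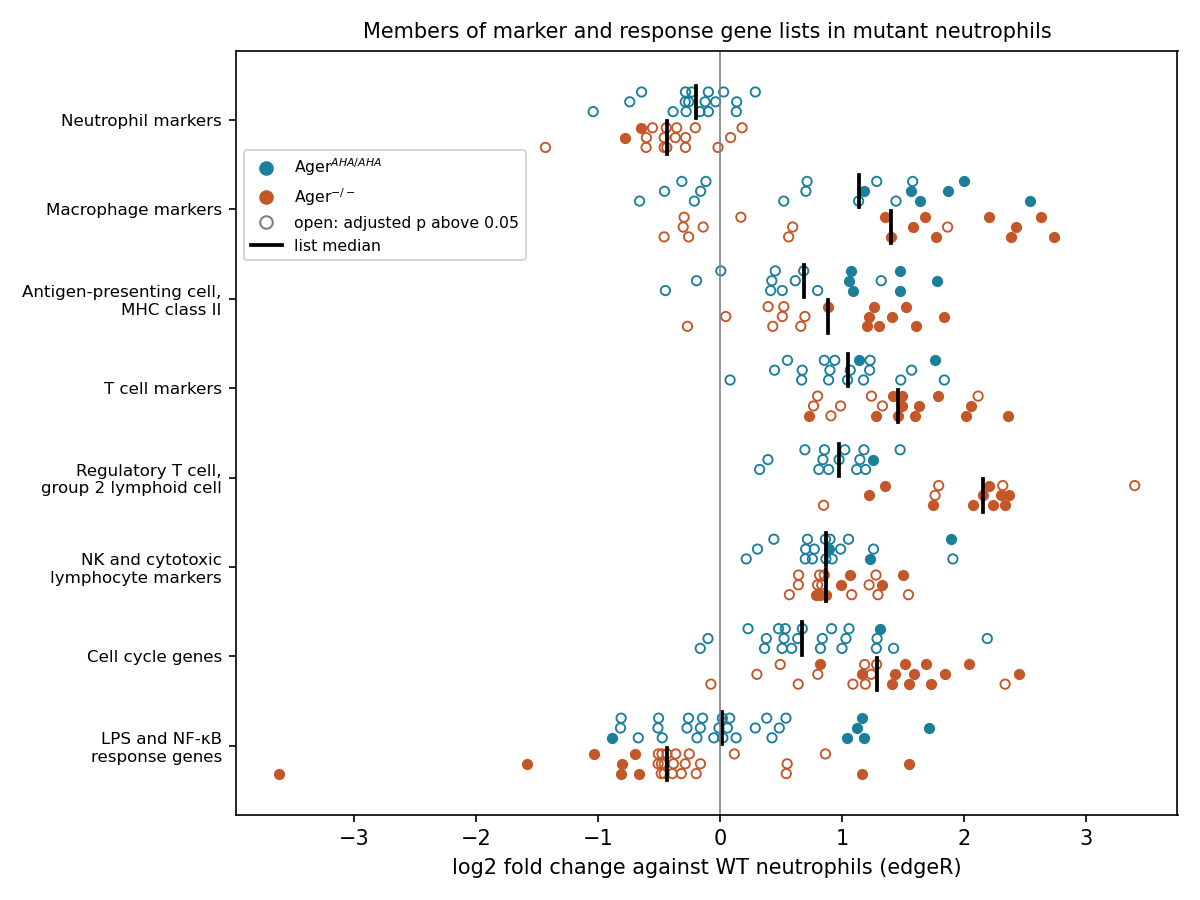
Log2 fold changes against WT neutrophils of the members of 8 gene lists in *Ager* AHA/AHA (blue) and *Ager*-/- (orange) neutrophils, as estimated by edgeR; filled points have an adjusted p under 0.05, open points do not, and the black bars are list medians. In *Ager*-/- the medians of the macrophage, T cell and regulatory T cell lists lie at 1.40, 1.46 and 2.16, and those of the neutrophil markers and the LPS response genes at −0.44 and −0.44. The RNA may include that of other leukocytes of the pouch.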

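Of the 10 macrophage markers higher in *Ager*-/- neutrophils, 6 were also higher in *Ager* AHA/AHA neutrophils. These were the higher ones of 19 tested, and none was lower with edgeR (9 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 1.14. C1qa was at 13.3 ± 1.94 CPM (SD, n = 3), a log2 fold change of 1.87 against WT (SE 0.243, adjusted p = 5.3e-04), and C1qc rose by 2.00 (SE 0.290, adjusted p = 0.00169). Of 17 genes of antigen presentation, 6 were higher (8 adjusted over the list alone), including H2-Ab1 at 188 ± 36.6 CPM (adjusted p = 0.00714).
Fewer lymphocyte and cell cycle genes passed the threshold over all genes, but their medians were above 0. Here too, other cells of the pouch may carry these transcripts. The T cell list had 2 of 19 higher (12 adjusted over the list alone; median 1.04), with Lck at 7.60 ± 2.21 CPM (adjusted p = 0.0218) and the co-receptor Cd8a up by 1.76 on the log2 scale (adjusted p = 0.0307). Of the NK and cytotoxic lymphocyte markers, 3 of 19 were higher (14 adjusted over the list alone; median 0.87), among them the chemokine Xcl1, by 1.89 (adjusted p = 0.0129). The list of regulatory T cells and group 2 lymphoid cells had 1 of 15 higher (3 adjusted over the list alone; median 0.97), namely Ikzf2 (log2 fold change 1.25, adjusted p = 0.0405). The cell cycle list had 1 of 23 higher (8 adjusted over the list alone; median 0.67), the replication helicase subunit Mcm6 (log2 fold change 1.31, adjusted p = 0.0321). The T cell, NK, regulatory T cell and macrophage lists, drawn up with the supplementary tables in view, are again not independent evidence.
Camera gave the NK list an adjusted p of 1.2e-08, the macrophage list 1.3e-08, the antigen presentation list 2.0e-07, the T cell list 2.3e-07, the cell cycle list 1.2e-05, and the regulatory T cell list 3.5e-04. None was called with an estimated correlation (adjusted p = 0.447, 0.277, 0.277, 0.447, 0.579 and 0.827 with an estimated correlation). Of the genes the supplement lists for *Ager* AHA/AHA, the number called higher here was 17 of 25 for regulation of lymphocyte activation, 15 of 17 for regulation of leukocyte differentiation, 13 of 18 for leukocyte proliferation, 13 of 20 for positive regulation of cell adhesion, and 13 of 16 for positive regulation of cytokine production, again on the samples they were chosen from. The calls of H2-Ab1, Lck, Cd8a, Xcl1, Ikzf2 and Mcm6 were lost without WT replicate 1 and without *Ager* AHA/AHA replicate 6, and those of Lck, Cd8a, Xcl1, Ikzf2 and Mcm6 without WT replicate 3. Those of Cd8a and Mcm6 were lost without *Ager* AHA/AHA replicate 4, and that of Ikzf2 without WT replicate 2, *Ager* AHA/AHA replicate 2 or *Ager*-/- replicate 4.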

The same biological processes were also enriched in *Ager*^AHA/AHA^ neutrophils, except that the number of genes involved were roughly half of the number of genes found in *Ager*^−/−^ neutrophils (Supplementary file 3). These findings suggest that RAGE signaling plays a profound role in leukocyte biology. 

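Of 42 interferon-induced genes, 4 were higher and 1 lower in *Ager*-/- neutrophils with edgeR (5 and 1 when adjusted over the list alone), and 4 were higher and 3 lower in *Ager* AHA/AHA (11 and 4 adjusted over the list alone). Iigp1, an interferon-inducible GTPase, rose from 4.88 ± 1.3 CPM (SD, n = 3) in WT to 15.4 ± 6.83 CPM in *Ager* AHA/AHA (log2 fold change 1.66, adjusted p = 0.00815) and 18.7 ± 1.38 CPM in *Ager*-/- (log2 fold change 1.94, adjusted p = 0.00142). The guanylate-binding protein Gbp6 rose by 1.48 in *Ager*-/- (adjusted p = 0.00131). Of 19 genes of heparan sulfate synthesis and proteoglycan cores, 2 were higher in *Ager*-/- and none in *Ager* AHA/AHA with edgeR (6 higher and 1 lower in *Ager*-/-, 1 and 1 in *Ager* AHA/AHA when adjusted over the list alone). In *Ager*-/- these were the syndecans Sdc1 (log2 fold change 1.15, adjusted p = 0.029) and Sdc3 (log2 fold change 0.77, adjusted p = 0.0371).
When *Ager*-/- and *Ager* AHA/AHA neutrophils were compared directly, none of the genes the paper's supplement lists for *Ager*-/- under regulation of lymphocyte activation, leukocyte differentiation, proliferation or adhesion differed with edgeR, and 1 of 30 did under cytokine production. Their median log2 difference ranged from 0.43 for differentiation to 0.54 for cytokine production, higher in *Ager*-/-. These genes were chosen as higher in *Ager*-/- on the same samples, which by itself favors a positive difference. Genes the supplement lists for *Ager* AHA/AHA had medians of 0.047 for regulation of lymphocyte activation and −0.014 for leukocyte cell-cell adhesion. Of the marker lists of macrophages, T cells, regulatory T cells and NK cells, 0 members differed over all genes tested, while 1, 0, 5 and 0 were higher in *Ager*-/- when adjusted over the list alone. Camera put the regulatory T cell list higher in *Ager*-/- than in *Ager* AHA/AHA (median 1.05, adjusted p = 1e-06), with adjusted p = 0.47 with an estimated correlation. The calls of Sdc1 and Sdc3 were lost without WT replicate 1, WT replicate 3 or *Ager*-/- replicate 6 (for Sdc1 also without WT replicate 2 or *Ager*-/- replicate 1, for Sdc3 also without *Ager* AHA/AHA replicate 6). That of Iigp1 in *Ager* AHA/AHA was lost without WT replicate 1, WT replicate 3 or *Ager* AHA/AHA replicate 6.
From the enrichment of leukocyte activation, differentiation, proliferation, adhesion and cytokine genes among the upregulated genes of both mutants (Supplementary files 2 and 3), the paper proposes that RAGE signaling plays a profound role in leukocyte biology.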

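Among 29 genes of the LPS and NF-κB response, 2 were higher and 7 lower in *Ager*-/- neutrophils with edgeR (3 and 11 when adjusted over the list alone), with a median log2 fold change of −0.44. Thbs1, which encodes thrombospondin 1, was at 17480 CPM in WT and 5833 CPM in *Ager*-/- (log2 fold change −1.58, SE 0.25, adjusted p = 0.00136). Nfkb1, a subunit of NF-κB, was at 1676 ± 180 CPM (SD, n = 3) in WT and 958 ± 60.6 CPM in *Ager*-/- (adjusted p = 0.0128). Cd40, a costimulatory receptor on the same list, was higher, with log2 fold changes of 1.17 in *Ager*-/- (adjusted p = 0.00152) and 1.04 in *Ager* AHA/AHA (adjusted p = 0.00768). Of 13 genes of the immediate early response, 4 were lower in *Ager*-/- (5 adjusted over the list alone), such as Fosb (log2 fold change −1.09, adjusted p = 0.00347).
Fosl1, a transcription factor of the same family, fell from 24.7 ± 5.46 CPM in WT to 8.18 ± 0.805 CPM in *Ager*-/- (log2 fold change −1.60, SE 0.197, adjusted p = 9.6e-05). At 19.1 ± 2.28 CPM in *Ager* AHA/AHA it differed between the mutants (adjusted p = 0.00244). Of 15 genes of the TLR4 and RAGE pathways, 2 were lower in *Ager*-/- (7 adjusted over the list alone), Nfkb1 and the LPS receptor Tlr4 (log2 fold change −0.61, adjusted p = 0.0394). Of 18 neutrophil markers, 2 were lower in *Ager*-/- (7 adjusted over the list alone; median −0.44), the gelatinase Mmp9 (log2 fold change −0.65, adjusted p = 0.0328) and the siderophore-binding protein Lcn2 (log2 fold change −0.78, adjusted p = 0.038).
Of the LPS response genes, 5 were higher and 1 was lower in *Ager* AHA/AHA (5 and 3 adjusted over the list alone; median 0.02). The nitric oxide synthase Nos2 was the lower gene (log2 fold change −0.89, adjusted p = 0.0312), and Il6 and the pentraxin Ptx3 were higher, by 1.16 (adjusted p = 0.0291) and 1.18 (adjusted p = 0.0306). Camera with its preset correlation called the LPS, TLR4 and RAGE, neutrophil and immediate early lists lower in *Ager*-/- (adjusted p = 4.8e-05, 4.4e-04, 4.2e-04 and 5.1e-04). None of these calls held, with adjusted p = 0.363, 0.338, 0.363 and 0.338 with an estimated correlation. Without TMM factors, an alternative chosen after the data were seen, 5 LPS response genes were higher and 3 lower in *Ager*-/-, and 0 neutrophil markers were lower. No enrichment test of gene ontology terms was run here. Single libraries ended calls. Lost without WT replicate 1 were those of Nfkb1, Tlr4, Mmp9 and Lcn2 in *Ager*-/- and of Cd40, Nos2, Il6 and Ptx3 in *Ager* AHA/AHA. Lost without *Ager*-/- replicates 4 or 6 were those of Nfkb1, Tlr4, Mmp9 and Lcn2.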

GO analysis of downregulated genes did not find any biological processes that are significantly differentially regulated in either *Ager*^−/−^ and *Ager*^AHA/AHA^ neutrophils. Curiously, we did identify several highly downregulated genes in *Ager*^AHA/AHA^ neutrophils that were not found in *Ager*^−/−^ neutrophils, including Gbp2b, Ifi44, and Ifi44l (Figure 5D and Figure 5—figure supplement 3A-C), all of which have been shown to be interferon γ-induced genes and play important roles in defense against infection (Santos and Broz, 2018; Kim et al., 2011; Busse et al., 2020). 

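Gbp2b, a guanylate-binding protein, was among the abundant transcripts of WT neutrophils at 2596 ± 489 CPM (SD, n = 3) and was nearly absent from *Ager* AHA/AHA at 0.0707 ± 0.0889 CPM, while *Ager*-/- neutrophils held 2209 ± 393 CPM. This is a log2 fold change against WT of −14.92 in *Ager* AHA/AHA (SE 0.433, adjusted p = 7.4e-14 from edgeR) and −0.23 in *Ager*-/- (SE 0.221, adjusted p = 0.497). The gene lies on chromosome 3 of mm10 from 142594847 to 142619179. Its paralogs Gbp3 and Gbp2 flank it there and may share reads with it, so their values are uncertain; they were singled out after their values were seen. Gbp2 was at 2405 ± 453 CPM in WT, 3934 ± 1098 CPM in *Ager* AHA/AHA (adjusted p = 0.0844), and 1827 ± 393 CPM in *Ager*-/- (adjusted p = 0.238).
Ifi44 and Ifi44l, a pair of related interferon-induced genes, lie next to each other on chromosome 3 from 151730922 to 151749960 and from 151758737 to 151762892. Ifi44 fell from 59.4 ± 18.6 CPM in WT to 8.78 ± 1.85 CPM in *Ager* AHA/AHA (log2 fold change −2.75, SE 0.228, adjusted p = 1.3e-06) and was at 91.1 ± 8.37 CPM in *Ager*-/- (log2 fold change 0.62, adjusted p = 0.0635). Ifi44l was at 17.8 ± 4.65 CPM in WT, had 0 counts in the 3 *Ager* AHA/AHA libraries, and was at 28.0 ± 2.62 CPM in *Ager*-/- (log2 fold change 0.65, adjusted p = 0.0507). Against a floor of 3 counts over the group, Ifi44l was at least 382-fold lower in *Ager* AHA/AHA than in WT (adjusted p = 9.5e-10). The calls of all 3 genes in *Ager* AHA/AHA held under every alternative run. Ifi44 and Ifi44l passed the threshold as higher in *Ager*-/- without WT replicate 2 (adjusted p = 0.018 and 0.0248) and with no filter on low counts. Ifi44l also passed without *Ager* AHA/AHA replicate 4, with DESeq2 (adjusted p = 0.0497), with a stricter filter, with only the WT and *Ager*-/- libraries fitted, and with counts thinned to the smallest library.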

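In *Ager*-/- neutrophils, transcripts counted at several processed copies of housekeeping genes rose from near 0. Tpm3-rs7, a copy of the tropomyosin gene Tpm3, went from 4.97 ± 0.659 CPM (SD, n = 3) in WT to 412 ± 19.9 CPM (log2 fold change 6.37, SE 0.210, adjusted p = 6.8e-13 from edgeR) and was at 4.31 ± 0.314 CPM in *Ager* AHA/AHA. The copies Rps3a3 and Rps3a2 of the ribosomal protein gene Rps3a1 rose from 0.124 ± 0.0694 to 36.0 ± 15.5 CPM and from 0.199 ± 0.124 to 9.83 ± 1.84 CPM, log2 fold changes of 8.15 and 5.57. Rps13-ps1 reached 12.4 ± 4.51 CPM (log2 fold change 5.25) and Rps15a-ps7 2.36 ± 1.49 CPM (log2 fold change 5.68). These copies are near-identical to their parent genes, so their values are uncertain. Rnf5, a ubiquitin ligase of the endoplasmic reticulum whose gene starts next to Ager on chromosome 17 of mm10 (34601091 to 34603690, against 34597862 to 34600936 for Ager), went from 2.75 ± 0.662 to 30.8 ± 1.73 CPM (log2 fold change 3.49, SE 0.210, adjusted p = 6.4e-09).
Among the genes that fell in *Ager*-/-, the neutrophil chemoattractant Cxcl1 went from 145.7 ± 24.9 CPM to 12.0 ± 5.32 CPM (log2 fold change −3.61, SE 0.273, adjusted p = 2.2e-07). The mucin Muc1 and Trim46, which lie near each other on chromosome 3, fell from 21.9 ± 4.33 to 1.23 ± 0.141 CPM and from 7.05 ± 0.871 to 0.744 ± 0.106 CPM. Ifi208, an interferon-inducible gene of the PYHIN family, fell from 99.3 ± 39.8 to 3.87 ± 2.51 CPM (log2 fold change −4.69, adjusted p = 0.00111). BC147527 went from 2.67 ± 0.887 CPM to 0 counts in the 3 *Ager*-/- libraries, at least 61.6-fold lower against a floor of 3 counts over the group.
None of these 11 genes passed the threshold in *Ager* AHA/AHA with edgeR, with adjusted p of 0.277 for Rps3a2, 0.795 for Rps3a3, 0.355 for Rps13-ps1, 0.521 for Rps15a-ps7, 0.549 for Tpm3-rs7, 0.167 for Rnf5, 0.126 for Cxcl1, 0.147 for Muc1, 0.254 for Trim46, 0.410 for Ifi208 and 0.0747 for BC147527. All 11 differed between the mutants, from Tpm3-rs7 (log2 difference 6.58, adjusted p = 2.2e-13) and BC147527 (adjusted p = 1.3e-07) to Ifi208 (−5.31, adjusted p = 6.5e-04). Cxcl1 and BC147527 passed the threshold in *Ager* AHA/AHA when only the WT and *Ager* AHA/AHA libraries were fitted and with no filter on low counts, and BC147527 also without *Ager*-/- replicate 1.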

Many top DEGs in *Ager*^−/−^ neutrophils were not found in *Ager*^AHA/AHA^ neutrophils (Figure 5E), which include highly upregulated genes: Rps3a2, Rps3a3, Rps13_ps1, Rps15a_ps7, Tpm3_rs7, and Rnf5; and highly downregulated genes: Cxcl1, Muc1, Trim46, Ifi208, and BC147527. In addition, we also examined expression levels of seven most highly expressed RAGE ligands and found none of those were altered in *Ager*^AHA/AHA^ neutrophils (Figure 5—figure supplement 4). 

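S100a9 and S100a8, the subunits of calprotectin and the most abundant RAGE ligands in these cells, stood at 58460 ± 14380 and 21910 ± 6305 FPKM (SD, n = 3) in *Ager* AHA/AHA neutrophils against 72020 ± 12790 and 26390 ± 4084 FPKM in WT. These are changes of −18.8% (exact permutation test, two-sided p = 0.3) and −17.0% (exact p = 0.4), where 0.1 is the smallest p that 3 mice against 3 allow. S100a11 was at 5188 ± 931 FPKM against 5929 ± 1181 FPKM, and S100a10, a partner of annexin A2, at 51.8 ± 9.35 FPKM against 39.9 ± 8.16 FPKM, a change of 30.1%. S100a6, S100a13 and the nuclear protein Hmgb1 changed by −10.9%, 2.98% and −1.76%. With edgeR on the counts, the adjusted p was 0.507 for S100a8, 0.444 for S100a9, 0.669 for S100a11, 0.782 for S100a6, 0.252 for S100a10, 0.868 for S100a13 and 0.965 for Hmgb1, and 0 of the 7 passed the threshold over all genes, over the list alone, and with DESeq2. FPKM were set by the authors with different scaling constants for separate sets of libraries.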

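In *Ager*-/- neutrophils, S100a11 was at 3337 ± 481 FPKM (SD, n = 3), a change of −43.7% against WT (exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow), and S100a8 was at 16730 ± 2554 FPKM, a change of −36.6% (exact p = 0.1). S100a11, a calcium-binding protein, had a log2 fold change of −0.71 from the counts (SE 0.207, adjusted p = 0.0376 from edgeR), or 0.0140 when adjusted over the ligands alone. For S100a8 the log2 fold change was −0.55 (SE 0.215, adjusted p = 0.0955), or 0.0446 over the ligands alone. In CPM scaled by TMM, S100a11 changed by −39.05% and S100a8 by −31.89%. S100a10 was higher, by 49.3% in FPKM (exact p = 0.3) and by 0.70 on the log2 scale (SE 0.212, adjusted p = 0.0442). S100a6 changed by −36.8% (adjusted p = 0.124), S100a9 by −28.0% (adjusted p = 0.243), S100a13 by −1.64% (adjusted p = 0.723) and Hmgb1 by 0.05% (adjusted p = 0.548). The list was chosen by the study on these samples, so the values over the ligands alone are not independent evidence. The call of S100a11 was lost without WT replicate 1, *Ager* AHA/AHA replicate 4, *Ager*-/- replicate 4 or *Ager*-/- replicate 6 and with limma on log2(FPKM + 1). That of S100a10 was lost without WT replicates 1, 2 or 3, *Ager* AHA/AHA replicate 6, or *Ager*-/- replicates 1 or 6. S100a6 passed as lower without *Ager*-/- replicate 1. Without TMM factors, an alternative chosen after the data were seen, 1 ligand was higher and 0 were lower.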

In *Ager*^−/−^ neutrophils, while we found expression levels of most RAGE ligands were unaltered, the expression levels of S100a8 and S100a11 were reduced by ~40%. To our surprise, Ly6C and CD45 were not among the DEGs in *Ager*^−/−^ neutrophils, which suggest that either the posttranscriptional regulation or the secretion of Ly6C and CD45 were altered in *Ager*^−/−^ neutrophils. 

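Ptprc, which encodes CD45, was at 1601 ± 78.9 CPM (SD, n = 3) in WT neutrophils, 1680 ± 178 CPM in *Ager* AHA/AHA, and 1342 ± 324 CPM in *Ager*-/- (log2 fold change against WT −0.25, SE 0.193, adjusted p = 0.384 from edgeR). Of the paralogs that encode Ly6C, Ly6c2 was at 103.5 ± 27.2 CPM in WT, 88.1 ± 26.9 CPM in *Ager* AHA/AHA, and 74.8 ± 10.2 CPM in *Ager*-/- (log2 fold change −0.47, SE 0.228, adjusted p = 0.173). Ly6c1 was close to absent, at 0.553 CPM in WT and 0.602 CPM in *Ager*-/- (adjusted p = 0.906). Ly6c1 and Ly6c2 are near-identical and may share reads, so the split between them is uncertain. Itgam, which encodes CD11b, fell from 260.3 ± 31.8 CPM in WT to 178.6 ± 12.0 CPM in *Ager*-/- (log2 fold change −0.54, SE 0.166, adjusted p = 0.0444). This call was lost when only the WT and *Ager*-/- libraries were fitted, with no filter on low counts, and without any of 7 libraries (WT replicates 1, 2 and 3, *Ager* AHA/AHA replicates 4 and 6, *Ager*-/- replicates 4 and 6). Of 9 genes of the surface proteins stained by FACS, 1 was higher and 1 lower in *Ager*-/- over all genes (2 and 2 when adjusted over the list alone). Without TMM factors, an alternative chosen after the data were seen, 2 were higher and 0 lower. This list was chosen from the study's own antibodies.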

If that were the case, we would expect that the global protein expression profile of *Ager*^−/−^ neutrophils would perhaps be even more dramatically altered than what is apparent on RNA sequencing.

### RNA-seq transcriptome analysis of lung tissues from *Ager*^AHA/AHA^ mice and *Ager*^−/−^ mice

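Lung RNA held Ager at high levels, which checks the *Ager*-/- labels of the lung libraries, though not those of WT and *Ager* AHA/AHA, whose counts overlap. The 3 WT libraries held 65695, 48448 and 39913 counts of Ager, the 4 *Ager* AHA/AHA libraries 34769, 40438, 34958 and 70580, and the 4 *Ager*-/- libraries 473, 497, 622 and 583. Every *Ager*-/- library was below every other library. Perfused lung tissue, 30 mg per mouse, was homogenized whole, so the RNA comes from all lung cell types together.
Lungs of 3 WT, 4 *Ager* AHA/AHA and 4 *Ager*-/- mice were sequenced in the same way as the neutrophils. Total counts ranged from 19586313 to 24683586 (median 20611066) in WT, from 18315663 to 24818703 (median 20922420) in *Ager* AHA/AHA, and from 16764589 to 21162253 (median 20002132) in *Ager*-/-. The authors' alignment, counting and FPKM follow the steps given for the neutrophils, and counts of both tissues stand in the same deposited table. The filter of edgeR on low counts kept 17458 genes in lung, and TMM factors lay between 0.971 and 1.04 in all 11 libraries. The test, thresholds and adjustment were those used for neutrophils, fitted on lung alone. On simulated lung counts, 68.4% of genes changed 2-fold and 87.9% of genes changed 4-fold passed the adjusted p for *Ager* AHA/AHA against WT. For *Ager*-/- these shares were 65.6% and 87.6%. Of the genes that passed, 5% and 5.13% were unchanged ones, again with no fold threshold. The 2 mutant groups hold 4 mice against 3 in neutrophils, which bears on counts of DEGs set side by side. The FPKM of 6 of the 11 lung libraries were set with another scaling constant than those of the other 5, so the tests of genes were made on counts, with FPKM as an alternative and for the RAGE ligands and Ager.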

To gain further insight into the impact of impaired RAGE signaling on gene transcription, we performed RNA-seq analysis of lung tissue, an organ in which RAGE is abundantly expressed. 

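The effect of either genotype differed between neutrophils and lung for many genes. The neutrophils came from LPS-treated pouches and no LPS is given for the lungs, so tissue cannot be told apart from LPS treatment and collection. Of 20 T cell markers tested, 17 had a *Ager*-/- effect that was higher in neutrophils than in lung with edgeR's tissue by genotype interaction, as had 17 of 20 NK and cytotoxic lymphocyte markers, 8 of 15 genes of regulatory T cells and group 2 lymphoid cells, 10 of 17 antigen presentation genes, 9 of 20 macrophage markers and 9 of 23 cell cycle genes, each with 0 in the other direction. For the *Ager* AHA/AHA effect these counts were 1, 2, 0, 2, 5 and 2 in the same order, with 0 in the other direction. Of 29 LPS and NF-κB response genes, 1 had a higher and 6 had a lower *Ager*-/- effect in neutrophils (2 and 0 for *Ager* AHA/AHA), and of 13 immediate early genes 3 had a lower and 0 a higher *Ager*-/- effect (0 and 0 for *Ager* AHA/AHA). The T cell, regulatory T cell, NK and macrophage lists were drawn up with the paper's supplementary tables in view and are not independent evidence.
Over 18180 genes, 1031 had a higher and 140 a lower *Ager*-/- effect in neutrophils than in lung, 1171 in all, and 179 had a higher and 34 a lower *Ager* AHA/AHA effect, 213 in all. With DESeq2 the *Ager* AHA/AHA count was 481. The lung libraries gave 74 genes higher and 82 lower in *Ager*-/- and 13 higher and 14 lower in *Ager* AHA/AHA at the thresholds used for neutrophils, where the groups had 3 mice and not 4. At an unadjusted p under 0.05, 2845 of the 17458 genes tested in lung passed for *Ager*-/- and 809 for *Ager* AHA/AHA. The 809 are no more than chance alone would give. In neutrophils, 3553 of the 11632 genes tested passed for *Ager*-/- and 2503 for *Ager* AHA/AHA. Without single neutrophil libraries, the *Ager* AHA/AHA count was 41, 528 and 83 (WT replicates 1, 2 and 3), 586, 97 and 50 (*Ager* AHA/AHA replicates 2, 4 and 6) and 338 (*Ager*-/- replicate 1), and without single lung libraries 59, 131 and 95 (WT replicates 1, 2 and 3), 98 and 126 (*Ager* AHA/AHA replicates 3 and 4). The *Ager*-/- count was 732 without WT and 779 without *Ager*-/- neutrophil replicate 1.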

Surprisingly, the number of DEGs was much less in lungs compared to neutrophils in both strains. We found 202 DEGs in *Ager*^−/−^ lungs and merely 31 DEGs in *Ager*^AHA/AHA^ lungs (Figure 5F and Supplementary file 4). 

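In *Ager*-/- lungs, Selenbp2, a selenium-binding protein, rose from 1.93 ± 0.243 CPM (SD, n = 3) in WT to 38.4 ± 5.16 CPM (n = 4), a log2 fold change of 4.32 (SE 0.175, adjusted p = 3.5e-10 from edgeR). Bcan, which encodes the matrix proteoglycan brevican, rose by 1.87 (adjusted p = 6.6e-05), and H2-T10, a nonclassical MHC class I gene on the same chromosome as Ager, by 1.45 (adjusted p = 3.4e-05). Hist1h2al, annotated as a processed histone pseudogene and so of uncertain read assignment, had 0 counts in WT and *Ager* AHA/AHA and 11.4 ± 5.92 CPM in *Ager*-/-, at least 242-fold higher against a floor of 3 counts over the group. Lungs of *Ager* AHA/AHA mice differed in Lrmda, a gene linked to melanosome biology, which went from 1.36 ± 0.209 CPM (n = 3) to 8.46 ± 0.109 CPM (n = 4; log2 fold change 2.63, adjusted p = 5.8e-05), and the insulin-degrading enzyme Ide from 53.5 ± 3.77 to 115 ± 12.5 CPM (log2 fold change 1.11, adjusted p = 2.5e-04). Wdfy1, an endosomal adaptor, fell from 71.2 ± 3.07 to 34.1 ± 5.26 CPM (log2 fold change −1.06, adjusted p = 2.4e-04).
The number of DEGs was 156 in *Ager*-/- lungs and 27 in *Ager* AHA/AHA lungs. With DESeq2 these were 237 and 33, with no fold threshold 541 and 30, and with limma on log2(FPKM + 1) 41 and 10. Of the genes in the authors' deposited table that passed their thresholds, 137 of 202 for *Ager*-/- and 24 of 31 for *Ager* AHA/AHA were called here, and every one that was tested had the same sign. The *Ager*-/- count was 88 without *Ager*-/- replicate 5 and 90 without WT replicate 1, and the call of Hist1h2al was lost without WT replicates 1 or 3, without *Ager*-/- replicates 1 or 2, and with no filter on low counts.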

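Genes that separate the mutants directly were found in both tissues, and more of them in lung. Wnt10b, a secreted Wnt ligand, was lower in *Ager*-/- than in *Ager* AHA/AHA lungs by 2.84 on the log2 scale, from 29.7 ± 4.97 CPM (SD, n = 4) to 4.13 ± 0.824 CPM (n = 4; adjusted p = 3.4e-08 from edgeR), and the mesenchymal transcription factor Tcf21 fell between them by 1.49 (adjusted p = 3.5e-05). In total 94 genes were higher and 77 lower in *Ager*-/- than in *Ager* AHA/AHA lungs, 171 in all, with 214 by DESeq2. In neutrophils 53 genes differed between the mutants.
Set against WT, the number of DEGs in *Ager*-/- was 5.78 times that in *Ager* AHA/AHA in lung. Without a fold threshold the ratio was 18.03 in lung and 2.93 in neutrophils, and at an unadjusted p under 0.05 it was 3.52 and 1.42. The counts at an unadjusted p include genes that pass by chance. Comparing the mutants directly gave 125 to 211 genes in lung when single libraries were left out. With limma on log2(FPKM + 1), 45 genes differed between the mutants in lung and 31 in neutrophils.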

The difference between the two genotypes was however even more dramatic in lungs (7-fold) than we observed in neutrophils (2.5-fold). 

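Mcub, a subunit of the mitochondrial calcium uniporter, was higher in lungs of both mutants, at 6.12 ± 0.488 CPM in WT (SD, n = 3), 12.6 ± 1.64 CPM in *Ager* AHA/AHA (n = 4), and 16.6 ± 1.12 CPM in *Ager*-/- (n = 4). Its log2 fold change against WT was 1.04 (SE 0.141, adjusted p = 0.00241 from edgeR) in *Ager* AHA/AHA and 1.44 (SE 0.142, adjusted p = 4.6e-05) in *Ager*-/-. Rpl34, a ribosomal protein gene whose near-identical copy makes its value uncertain, rose by 1.35 and 1.32. Frrs1, a ferric reductase, rose by 1.04 and 1.09, and the unconfirmed genes Gm43428 and Gm43429 by 2.30 and 2.44 and by 2.45 and 2.94. All 5 genes lie on chromosome 3 of mm10.
These 5 are the genes higher in both among the 13 higher in *Ager* AHA/AHA, or 38.5%. In *Ager*-/-, 10 of the 13 had a positive log2 fold change. The mean was 12.8 of 13 genes in simulated unchanged groups, with the WT lungs redrawn too. Independent lists would share 0.0551 genes. The simulated groups had no gene called, so they give no measure of shared calls. With an unadjusted p under 0.05, 180 genes were higher in both against 119 in the simulations. The covariance of log2 fold changes across genes was 0.0788 (correlation 0.433) against 0.0580 (correlation 0.570), a difference of 0.0208. Part of the excess may come from the shared controls. Among the 8 genes called higher in *Ager* AHA/AHA alone, 8 differed between the mutants, such as Ide, Lrmda and mt-Nd3. With the replicate number as a block, Mcoln3 and Camk2b among them no longer passed (adjusted p = 0.0670 and 0.0588). The count of shared genes was 3 without WT replicates 2 or 3, Frrs1 in *Ager* AHA/AHA was lost without WT replicate 3, and Gm43428 in *Ager* AHA/AHA was lost without any of the WT replicates.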

Similar to what we found in neutrophils, in *Ager*^AHA/AHA^ lung significant overlap was found in upregulated genes, with 50% of upregulated genes in *Ager*^AHA/AHA^ (7/14) were also upregulated in *Ager*^−/−^ (Figure 5F and Supplementary file 4). In contrast, the overlap was very limited in downregulated genes, with merely 23.5% (4/17) of downregulated genes in *Ager*^AHA/AHA^ were similarly downregulated in *Ager*^−/−^. 

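Cd59a, a membrane protein that blocks complement lysis, fell in lungs of both mutants, from 78.1 ± 8.97 CPM in WT (SD, n = 3) to 24.4 ± 5.07 CPM in *Ager* AHA/AHA (n = 4; log2 fold change −1.68, SE 0.248, adjusted p = 0.016 from edgeR) and 14.8 ± 5.81 CPM in *Ager*-/- (n = 4; log2 fold change −2.40, SE 0.254, adjusted p = 3.4e-04). The kinase gene Alpk1, a sensor of bacterial sugars, fell by 1.31 and by 1.78. The remaining genes lower in both were the pseudogene Rpl34-ps1 and the noncoding gene Gm42031. Together they are 4 of the 14 genes lower in *Ager* AHA/AHA, or 28.6%. Independent lists would share 0.0658 genes. For an unadjusted p under 0.05, 157 genes were lower in both against 88.8 in the simulations, part of which may come from the shared WT lungs.
Of the 14 genes, 11 had a negative log2 fold change in *Ager*-/-, against a mean of 13.2 of 14 in the simulations. All 10 genes called lower in *Ager* AHA/AHA alone differed between the mutants. Arsj, an arylsulfatase, had log2 fold changes of −2.45 in *Ager* AHA/AHA (SE 0.304, adjusted p = 0.0011) and −0.75 in *Ager*-/-, a difference of 1.70 (adjusted p = 0.0044). Mindy3, a deubiquitinase, and Wdfy1 stood at −1.01 and −1.06 in *Ager* AHA/AHA and at 0.10 and 0.09 in *Ager*-/-. The call of Cd59a in *Ager* AHA/AHA was lost without WT replicates 1 or 3, without *Ager* AHA/AHA replicates 1, 2 or 3, and with no filter on low counts.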

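Several genes changed the same way in neutrophils and lung of a genotype. In *Ager* AHA/AHA, 6 genes were higher in both tissues (Mcub, Ide, Camk2b, Rpl34, Lrmda and mt-Nd3) and 8 were lower in both (Mindy3, Ifi44l, Gbp2b, A930005H10Rik, Rpl34-ps1, Gm5900, Gm28438 and Gm42031), where independent lists among the 10878 genes tested in both tissues would share 0.11 and 0.0496. The mitochondrial gene mt-Nd3, a subunit of complex I, had log2 fold changes of 5.76 in neutrophils and 3.76 in lung (adjusted p = 3.3e-04 and 3.6e-09 from edgeR). The pseudogene Gm28438 went the other way, at −4.79 and −3.70. Sharing of reads between them was not tested, so the value of mt-Nd3 is uncertain. Lrmda changed by 2.98 and 2.63, and Ide by 1.56 and 1.11.
In *Ager*-/-, 12 genes were higher in both tissues (1.59 for independent lists), among them the formin Diaph3 (log2 fold changes 2.07 in neutrophils and 1.35 in lung) and Gprc5b (5.09 and 1.02), and 10 were lower in both (0.194 for independent lists), among them Cep85 (−1.86 and −2.45), and the parent genes Rps3a1 and Tpm3. Another 5 genes were higher in *Ager*-/- neutrophils and lower in *Ager*-/- lung: the T and NK cell genes Klrd1 (1.06 and −1.03), Il2rb (1.33 and −1.02), Bcl11b (1.63 and −1.04) and Ms4a4b (1.21 and −1.18), and Gm8909 (3.81 and −2.91). Genes of both tissues outside the fixed rule were named after their values were seen. In lung, the call of Camk2b in *Ager* AHA/AHA was lost without WT replicates 1, 2 or 3 or *Ager* AHA/AHA replicate 1, that of Gm8909 in *Ager*-/- without WT replicate 1, and Ide, Mcub and Camk2b in *Ager* AHA/AHA neutrophils had adjusted p of 0.0331, 0.0420 and 0.0380.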

Comparing the DEGs between lungs and neutrophils, we found that interestingly, many top DEGs appeared in both tissues in a genotype-specific manner. 

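In *Ager* AHA/AHA lungs, Gbp2b was at 0.372 ± 0.238 CPM (SD, n = 4) against 45.5 ± 5.86 CPM in WT (n = 3), a log2 fold change of −6.87 (SE 0.253, adjusted p = 6.8e-10 from edgeR). Gm28438, an unprocessed pseudogene on chromosome 1 of mm10 from 24612775 to 24613119, fell from 49.0 ± 6.60 to 3.81 ± 1.34 CPM in lung (log2 fold change −3.70, SE 0.251, adjusted p = 1.2e-05) and from 2.74 ± 0.736 to 0.0905 ± 0.0699 CPM in neutrophils (n = 3; log2 fold change −4.79, SE 0.486, adjusted p = 2.6e-05). As a pseudogene it may share reads with other copies, so its values are uncertain. Ifi44l fell from 2.34 ± 0.704 to 0.0466 ± 0.0656 CPM in lung (log2 fold change −5.48, SE 0.656, adjusted p = 8.8e-04).
Ifi44 was at 12.6 ± 2.54 CPM in WT lungs and at 6.58, 6.51, 5.90 and 17.0 CPM in the 4 *Ager* AHA/AHA lungs, a log2 fold change of −0.48 (SE 0.317, adjusted p = 0.947). The library at 17.0 CPM was *Ager* AHA/AHA replicate 4. Without this library the log2 fold change was −1.01 (adjusted p = 0.0200), and the adjusted p over all alternatives ran from 0.0200 to 1. In *Ager*-/- lungs none of these 4 genes passed the threshold, with adjusted p of 0.869 for Gbp2b, 0.803 for Ifi44, 0.961 for Ifi44l and 0.789 for Gm28438. The tissue by genotype interaction lists 2 interferon-induced genes whose *Ager* AHA/AHA effect was lower in neutrophils than in lung and 0 the other way.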

In *Ager*^AHA/AHA^, Gbp2b, Ifi44, and Gm28438 were highly downregulated in both lungs and neutrophils (Figure 5D and G, Figure 5—figure supplement 3). In *Ager*^−/−^, Rps3a2, Rps3a3, Rps13_ps1, Rps15a_ps7, Tpm3_rs7, Rf5, and BC147527 were differently regulated in both lungs and neutrophils to similar extent (Figure 5E and H). Furthermore, two genes, Rpl34_ps1 and Gm42031, were found to be highly downregulated in both genotypes and in both tissues. 

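The copies rose in *Ager*-/- lungs as they did in neutrophils. Tpm3-rs7 went from 1.5 ± 0.114 CPM in WT lungs (SD, n = 3) to 279.8 ± 7.42 CPM in *Ager*-/- (n = 4), a log2 fold change of 7.55 (SE 0.126, adjusted p = 4.9e-15 from edgeR). Rps3a3 rose from 0.875 ± 0.228 to 390.4 ± 24.4 CPM (log2 fold change 8.77), Rps3a2 from 2.18 ± 0.313 to 86.6 ± 5.57 CPM (5.30), Rps13-ps1 from 1.48 ± 0.350 to 101.7 ± 6.78 CPM (6.08), and Rps15a-ps7 from 0.708 ± 0.204 to 20.5 ± 3.33 CPM (4.82). Rnf5 rose from 30.6 ± 2.82 to 100.6 ± 6.83 CPM (log2 fold change 1.72, adjusted p = 8.3e-08). BC147527 had 0 counts in the 4 *Ager*-/- libraries against 2.49 ± 0.975 CPM in WT, at least 64.4-fold lower against a floor of 3 counts over the group.
The parent genes moved in the other direction in most cases. Rps3a1 fell by 1.93 in neutrophils and by 2.60 in lung on the log2 scale (adjusted p = 2.4e-05 and 1.6e-09), from 79.6 to 20.8 CPM and from 1298 to 213.5 CPM. Tpm3 fell by 1.37 and 1.04, from 1026 to 398 CPM and from 477.5 to 232 CPM. Rps13 fell by 0.77 in lung (adjusted p = 0.0041) and stood at −0.57 in neutrophils (adjusted p = 0.0617), and Rps15a rose by 0.68 in neutrophils and fell by 0.59 in lung. Copies and parents carry near-identical sequence, so the split of reads between them is uncertain.
Counted together, parent and copies of Rps3a had a log2 fold change of −0.26 in neutrophils (adjusted p = 0.412 from edgeR) and −0.91 in lung (adjusted p = 3.6e-04), those of Tpm3 −0.35 (adjusted p = 0.196) and 0.10 (adjusted p = 0.719), those of Rps13 −0.24 (adjusted p = 0.427) and −0.32 (adjusted p = 0.204), and those of Rps15a 0.76 (adjusted p = 0.0205) and −0.51 (adjusted p = 0.0416). The copies' share of the family's counts went from 0.41% in WT to 68.7% in *Ager*-/- neutrophils and from 0.23% to 69.1% in lung for Rps3a, from 0.49% to 51.0% and 0.31% to 54.7% for Tpm3, from 0.47% to 20.5% and 0.31% to 27.1% for Rps13, and from 0.16% to 5.40% and 0.14% to 5.68% for Rps15a. This list was drawn up with the paper's supplementary tables in view and is not independent evidence.

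**Figure D2:**
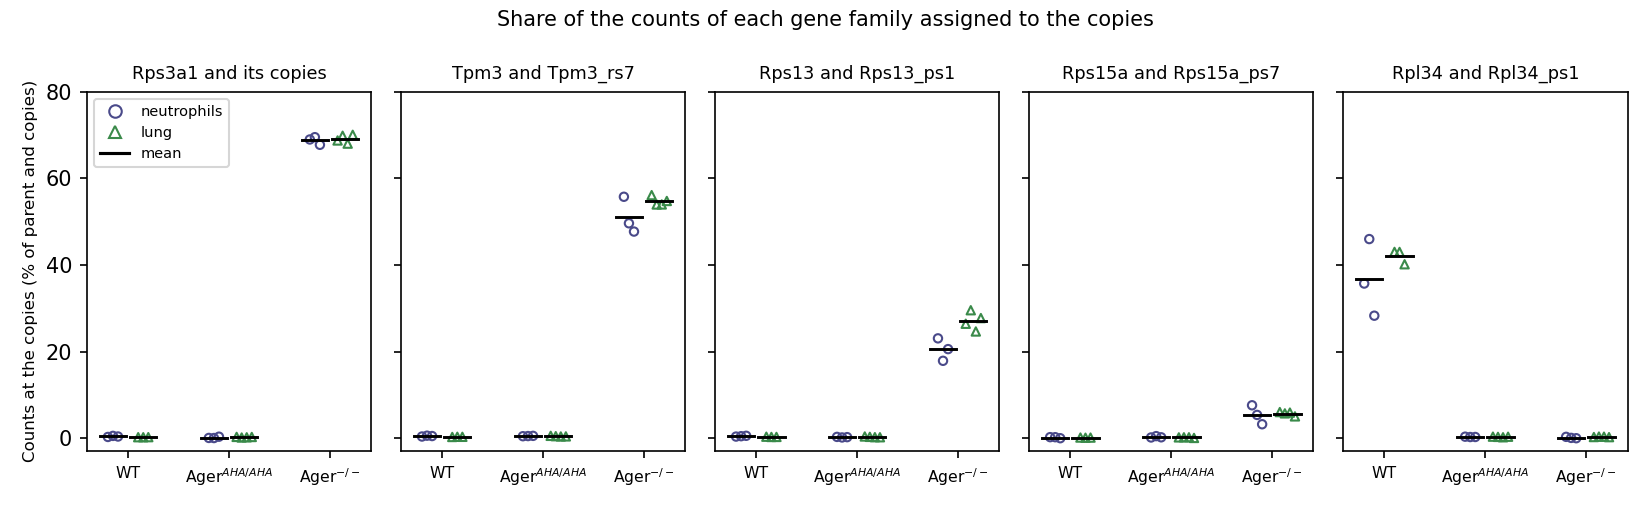
Percentage of the counts of each parent gene and its copies that were counted at the copies, per library, in neutrophils (circles) and lung (triangles) of WT, *Ager* AHA/AHA and *Ager*-/- mice; black bars are means. In *Ager*-/- the share for Rps3a1 and its copies lies at 68.7% in neutrophils and 69.1% in lung, and for Rpl34 the share falls from 36.6% and 42.0% in WT to 0.13% and 0.31% in *Ager*-/-.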

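Rpl34-ps1, a pseudogene of the ribosomal protein gene Rpl34 on chromosome 6 of mm10 (71124610 to 71124963), fell from 12.6 ± 4.53 CPM in WT neutrophils (SD, n = 3) to 0.191 ± 0.0401 CPM in *Ager* AHA/AHA and 0.102 ± 0.140 CPM in *Ager*-/-, and from 196.7 ± 39.7 CPM in WT lungs (n = 3) to 2.13 ± 0.339 and 2.14 ± 0.490 CPM (n = 4 each). Its log2 fold changes in neutrophils were −6.03 in *Ager* AHA/AHA (SE 0.475, adjusted p = 1.1e-06 from edgeR) and −6.72 in *Ager*-/- (SE 0.502, adjusted p = 2.0e-07), and in lung −6.52 (adjusted p = 3.4e-11) and −6.52 (adjusted p = 9.4e-12). Rpl34, its near-identical parent on chromosome 3, rose at the same time, from 21.3 ± 4.49 CPM to 62.5 ± 4.41 and 65.7 ± 14.7 CPM in neutrophils, so both values are uncertain. Counted together, Rpl34 and Rpl34-ps1 had log2 fold changes of 0.89 (adjusted p = 0.0244) and 0.96 (adjusted p = 0.00951) in neutrophils and of 0.58 (adjusted p = 0.581) and 0.54 (adjusted p = 0.0804) in lung.
Gm42031, a long intergenic noncoding RNA on chromosome 8 (85125872 to 85132289), was at 32.1 ± 15.0 CPM in WT neutrophils and had 0 counts in all 6 mutant libraries, at least 689-fold lower in *Ager* AHA/AHA and at least 741-fold lower in *Ager*-/- against a floor of 3 counts over the group. In lung it went from 4.18 ± 2.59 CPM to 0.0324 CPM in *Ager* AHA/AHA (log2 fold change −6.69, SE 0.773, adjusted p = 0.00241) and to 0 counts in *Ager*-/-, at least 108-fold lower. Across both tissues, 4 genes were called in both genotypes and both tissues, namely Mcub and Rpl34, which were higher, and Rpl34-ps1 and Gm42031, which were lower.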

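Ager was nearly lost from *Ager*-/- lungs, at 28.0 ± 2.06 CPM (SD, n = 4) against 2401 ± 430 CPM in WT (n = 3), a log2 fold change of −6.42 (SE 0.216, adjusted p = 3.1e-11 from edgeR). In FPKM this was 6.03 ± 1.29 against 490.2 ± 32.4. The gene lies on chromosome 17 of mm10 from 34597862 to 34600936. The *Ager*-/- effect on Ager differed between the tissues by 7.59 on the log2 scale, higher in neutrophils than in lung (SE 0.369, adjusted p = 5.9e-13 for the interaction). Ager was barely transcribed in WT neutrophils and so had little room to fall there. Other genes on chromosome 17 near Ager that changed in *Ager*-/- lungs included Rnf5 and H2-T10, which were higher, and Gm9574 and Gm8909, which were lower. Gm8909 fell by 2.91 on the log2 scale, and Gm9574, at 0 counts in *Ager*-/-, was at least 22.4-fold lower against a floor of 3 counts over the group. Gm9574 is an unprocessed pseudogene of uncertain read assignment, and both Gm9574 and Gm8909 were named after their values were seen.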

As expected, in *Ager*^−/−^ lung, Ager (the gene that expresses RAGE) is one of the top downregulated genes (Figure 5H). Also consistent with our Western blot analysis (Figure 1F), in *Ager*^AHA/AHA^ lung, Ager was expressed at a similar level as in WT lung on RNA sequencing (Figure 5—figure supplement 3F). 

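In *Ager* AHA/AHA lungs, Ager was at 2068 ± 575 CPM (SD, n = 4), a log2 fold change against WT of −0.22 (SE 0.18, adjusted p = 0.947 from edgeR), and at 450.1 ± 175 FPKM. The highest of the 4 *Ager* AHA/AHA libraries, replicate 4, held 70580 counts of Ager, above each of the 3 WT libraries. Compared directly, *Ager*-/- lungs held less Ager than *Ager* AHA/AHA lungs by 6.21 on the log2 scale (adjusted p = 4.3e-11). The *Ager* AHA/AHA effect on Ager did not pass the test for a difference between neutrophils and lung (log2 difference 0.08, SE 0.387, adjusted p = 1 for the interaction). With Ager barely transcribed in neutrophils, this test cannot show that the effects are alike.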

GO analysis revealed genes related to regulation of cell killing (11 genes), canonical Wnt signaling (7 genes), and epithelial cell proliferation (11 genes), among others, was highly enriched in *Ager*^−/−^ lung (Supplementary file 5). In contrast, none of these biological processes were enriched in *Ager*^AHA/AHA^ lung due to limited number of DEGs.

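As lists, cytotoxic lymphocyte and T cell genes were lower in *Ager*-/- lungs. Of 20 NK and cytotoxic lymphocyte markers, 7 were lower and none higher with edgeR (18 lower when adjusted over the list alone), with a median log2 fold change of −1.13. In *Ager*-/- replicate 1 the mean of this list stood apart, at 1.32 log2 CPM against 0.624 to 0.725 in the other 3 libraries, and without that library 11 markers were lower. Gzma, which encodes granzyme A, fell from 38.3 ± 5.50 CPM in WT (SD, n = 3) to 14.0 ± 2.35 CPM (n = 4; log2 fold change −1.46, SE 0.166, adjusted p = 1.6e-04). The NK receptor Klrd1 fell from 10.3 ± 1.78 to 5.08 ± 0.986 CPM (adjusted p = 0.00663). Of 20 T cell markers, 7 were lower (11 adjusted over the list alone; median −0.70), such as the T cell receptor subunit Cd3d, by 1.08 on the log2 scale (adjusted p = 0.0122). Both lists were drawn up with the supplementary tables in view and are not independent evidence.
Of 27 Wnt pathway genes, 2 were higher and 6 lower (4 and 8 adjusted over the list alone), and this list too was drawn up with those tables in view. Wnt10b fell from 26.1 ± 2.81 CPM in WT to 4.13 ± 0.824 CPM (log2 fold change −2.65, SE 0.169, adjusted p = 1.7e-07), the Wnt antagonist Dkk3 fell by 0.82 (adjusted p = 0.0012), and the Wnt target Axin2 by 0.67 (adjusted p = 0.0115), whereas Daam2, an effector of Wnt signaling, rose by 1.10 (adjusted p = 0.00415). Fibroblast markers had 3 of 11 lower (5 adjusted over the list alone), among them Postn, which encodes periostin, by 0.64 (adjusted p = 0.0041). Tcf21 fell from 95.0 ± 5.29 to 31.4 ± 6.39 CPM (log2 fold change −1.60, SE 0.152, adjusted p = 4.2e-05).
Of 14 markers of alveolar type 1 cells, the cells in which RAGE is most abundant, 5 were higher and none lower (7 adjusted over the list alone), with the water channel Aqp5 going from 424 ± 45.8 to 761 ± 42.9 CPM (adjusted p = 0.00284). Ager itself was not in this list. Of 14 alveolar type 2 markers, 3 were higher (4 higher and 1 lower adjusted over the list alone), including the fatty acid desaturase Scd1, from 587.5 ± 90.3 to 1588 ± 379 CPM (log2 fold change 1.43, adjusted p = 9.5e-04). The growth factor Areg rose from 9.73 ± 1.87 to 30.2 ± 9.37 CPM (log2 fold change 1.63, SE 0.242, adjusted p = 0.00271).
Of the genes the supplement lists, 5 rose and 4 fell of 11 for regulation of cell killing, 2 rose and 3 fell of 7 for positive regulation of canonical Wnt signaling, and 4 rose and 6 fell of 11 for epithelial cell proliferation, on the samples they were chosen from. Camera gave the NK list an adjusted p of 2.4e-18, the T cell list 1.6e-09 and the Wnt list 0.00236, and these held with an estimated correlation (adjusted p = 0.0286 each). The fibroblast list (1.1e-08), type 1 list (1.7e-08) and type 2 list (0.0101) did not hold, with adjusted p = 0.0578, 0.269 and 0.596 with an estimated correlation. The calls of Klrd1, Dkk3, Axin2, Daam2, Postn and Aqp5 were lost with limma on log2(FPKM + 1), that of Cd3d without WT replicate 3, and that of Axin2 without WT replicate 2.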

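No member of the lists of NK cells, T cells, fibroblasts, alveolar type 1 cells, alveolar type 2 cells or Wnt genes was called in *Ager* AHA/AHA lungs with edgeR, over all genes or over the list alone. The NK list had a median log2 fold change of −0.35, and camera called it lower (adjusted p = 2.2e-05), which was lost at adjusted p = 0.591 with an estimated correlation. Gzma was at 29.0 ± 6.35 CPM (SD, n = 4), Wnt10b at a log2 fold change of 0.19 (SE 0.156, adjusted p = 0.947), and Areg at 13.3 ± 3.19 CPM. Compared directly with *Ager* AHA/AHA lungs, *Ager*-/- lungs had 5 of 20 NK markers lower, 5 of 11 fibroblast markers lower, 4 of 17 antigen presentation genes lower, 5 of 14 alveolar type 1 markers higher, and 2 higher and 5 lower of 27 Wnt genes. With the replicate number as a block, 3 NK markers and 3 fibroblast markers were lower and 1 Wnt gene was higher. The MHC class II gene H2-Eb1 and Hopx also no longer passed with this block (adjusted p = 0.0615 and 0.0700 from edgeR). Lists with called members in *Ager* AHA/AHA lungs were the interferon-induced genes, with 2 of 41 lower, the parent genes and copies, with 1 higher and 1 lower of 11, and the genes the paper names, with 5 of 29 lower. At an unadjusted p under 0.05, 809 of the 17458 genes tested passed between *Ager* AHA/AHA and WT lungs, no more than chance alone would give. DESeq2 called 33 DEGs.
Of the genes the supplement lists for *Ager*-/- lung, 1 of 11 was lower in *Ager* AHA/AHA under regulation of cell killing and 0 under the Wnt and epithelial proliferation terms. From the processes found in *Ager*-/- lungs and the small number of DEGs in *Ager* AHA/AHA lungs, the paper attributes the lack of enriched processes in *Ager* AHA/AHA lungs to the limited number of DEGs.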

### Development of a rabbit mAb that binds specifically to the HS-binding site of RAGE

As *Ager*^AHA/AHA^ mice phenocopy *Ager*^−/−^ mice in both osteoclastogenesis and response to APAP-induced liver injury, inhibition of HS-RAGE interaction could be an effective means to block RAGE signaling. To this end, we developed a rabbit monoclonal antibody (mAb B2) to specifically target HS-RAGE interaction. The epitope of B2 includes the HS-binding residues R216 and R218. Compared to the apparent binding affinity between B2 and WT RAGE (0.1 nM), the affinity between B2 and R216A-R218A mutant was dramatically reduced to 4 nM (Figure 6A). Using a heparin Sepharose column, we confirmed that B2 was indeed able to significantly inhibit the binding of RAGE to heparin (Figure 6B). Importantly, while a polyclonal anti-RAGE antibody significantly inhibited the binding between RAGE and its ligands HMGB1 and S100B, B2 did not interfere with the binding between RAGE and its ligands (Figure 6C–D). The specificity of B2 was determined by immunostaining of lung sections from WT and *Ager*^−/−^ mice. RAGE-specific staining was observed in WT lung section while no staining was shown on *Ager*^−/−^ (Figure 6E). Western blot analysis of whole lung lysate from WT, *Ager*^AHA/AHA^, and *Ager*^−/−^ mice further showed that B2 was highly specific for RAGE but failed to detect the RAGE-AHA mutant, which again confirmed the epitope of B2 includes R216 and R218 (Figure 6F).

**Figure 6.**
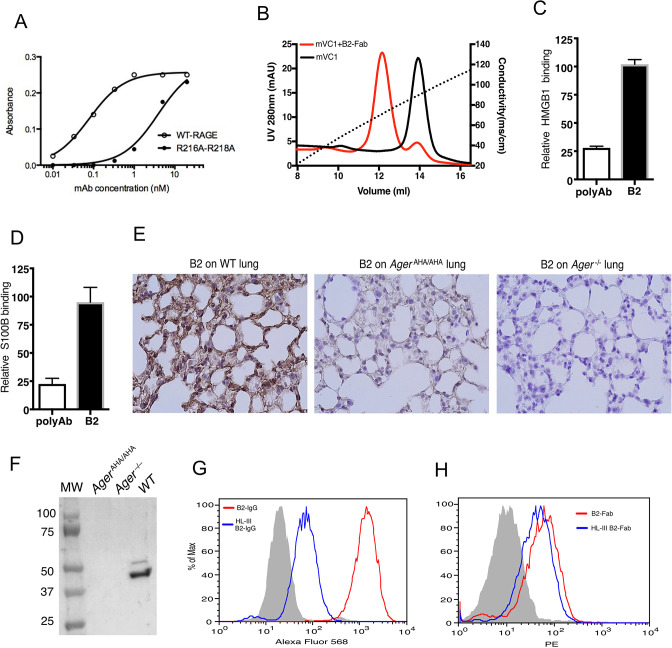
Development of a rabbit mAb that targets specifically to the HS-binding site of RAGE. (**A**) Binding of rabbit mAb B2 to immobilized wild-type (WT) sRAGE or R216A-R218A mutant was determined by ELISA. The dramatically reduced binding affinity of B2 to R216A-R218A mutant (K_d_=4 nM) compared to its affinity to WT sRAGE (K_d_=0.1 nM) indicates that R216 and R218 are part of the epitope for B2. (**B**) B2 directly inhibits binding of RAGE to heparin. WT mouse RAGE VC1 domain (mVC1) were either directly loaded onto heparin Sepharose column, or loaded after 30 min incubation with Fab fragment of B2 at 1:1 molar ratio. B2-Fab bound mVC1 displayed greatly reduced binding to heparin column. (**C**) Binding of biotinylated sRAGE to immobilized HMGB1 was measured in the presence of anti-RAGE rabbit polyclonal Ab or B2 at 5 µg/ml. Binding of sRAGE to HMGB1 in the absence of antibodies was set to 100%. (**D**) Binding of biotinylated sRAGE to immobilized S100B was measured in the presence of anti-RAGE rabbit polyclonal Ab or B2 at 5 µg/ml. (**E**) Determine the specificity of B2 by immunostaining of lung sections from WT, *Ager*^AHA/AHA^, and *Ager*^−/−^ mice with 1 µg/ml B2. (**F**) Western blot analysis of the specificity of B2 using lung lysate from WT, *Ager*^AHA/AHA^, and *Ager*^−/−^ mice. Please note B2 failed to detect RAGE-AHA mutant, again confirming the epitope of B2. The loading ctrl is the same as shown in Figure 1F. (**G**) Binding of B2 IgG to untreated MDA-453 cells or cells pretreated with heparin lyase III (HL-III). Whole IgG form of B2 (bivalent) binds to cell surface RAGE in an HS-dependent manner. (**H**) Binding of B2 Fab fragment to untreated MDA-453 cells or cells pretreated with HL-III. Binding of the Fab form of B2 (monovalent) to RAGE was not sensitive to HL-III treatment. The shaded histograms in (**G–H**) are from cells stained only with control antibodies. Figure 6—source data 1.Development of a rabbit mAb that targets specifically to the HS-binding site of RAGE. Figure 6—source data 2.Western blot analysis of the specificity of B2 using lung lysate from WT, *Ager*^AHA/AHA^, and *Ager*^−/−^ mice.

Using a human breast cancer MDA-MB-453 cell line, which was known to overexpress RAGE (Nasser et al., 2015), we examined B2 binding to cell surface RAGE by FACS. As expected, B2 stains 453 cells extremely well, displayed a two-log shift compared to IgG control (Figure 6G). Interestingly, when 453 cells were pretreated with heparin lyase III (HL-III) to remove cell surface HS, binding of B2 IgG was dramatically reduced by 20-fold (Figure 6G). Because removal of HS would dissociate cell surface oligomeric RAGE back to monomers, we suspect that B2 preferably binds to dimeric RAGE in a bivalent fashion. Indeed, when Fab fragment of B2 was tested on 453 cells, we found that its cell surface binding was much weaker (due to monovalent interaction), and the binding showed minimal sensitivity to HL-III treatment (Figure 6H).

### B2 inhibits RAGE-dependent biological processes in cell and animal models

We first tested the inhibitory activity of B2 on RAGE-dependent osteoclastogenesis. BMMs were co-cultured with primary calvarial osteoblasts in the presence of 20 µg/ml of B2 or isotype-matched control antibody. As expected, cells treated with B2 formed fewer and smaller TRAP-positive cells, especially for cells with more than 10 nuclei (Figure 7A–B). Remarkably, the osteoclastogenic phenotype of WT BMM treated with B2 was essentially identical to that of *Ager*^AHA/AHA^ BMMs (Figure 3C–D). In monoculture osteoclastogenesis assay, where BMMs were induced with m-CSF and RANKL, B2 was equally effective in inhibiting osteoclast formation (Figure 7C). The hepatoprotective effects of B2 were also examined in an APAP-induced acute liver failure model. In this experiment, mice were pretreated with B2 at 10 mg/kg before injection of sublethal dose of APAP. Compared to control IgG treated mice, B2 was able to reduce plasma ALT concentration by 40% and neutrophil infiltration by 50% (Figure 7D-E). Again, the level of protection provided by B2 was highly similar to what was observed in *Ager*^AHA/AHA^ mice (Figure 4A–B). Collectively, these results validated our strategy of targeting the HS-binding site of RAGE as a means to inhibit RAGE signaling.

**Figure 7.**
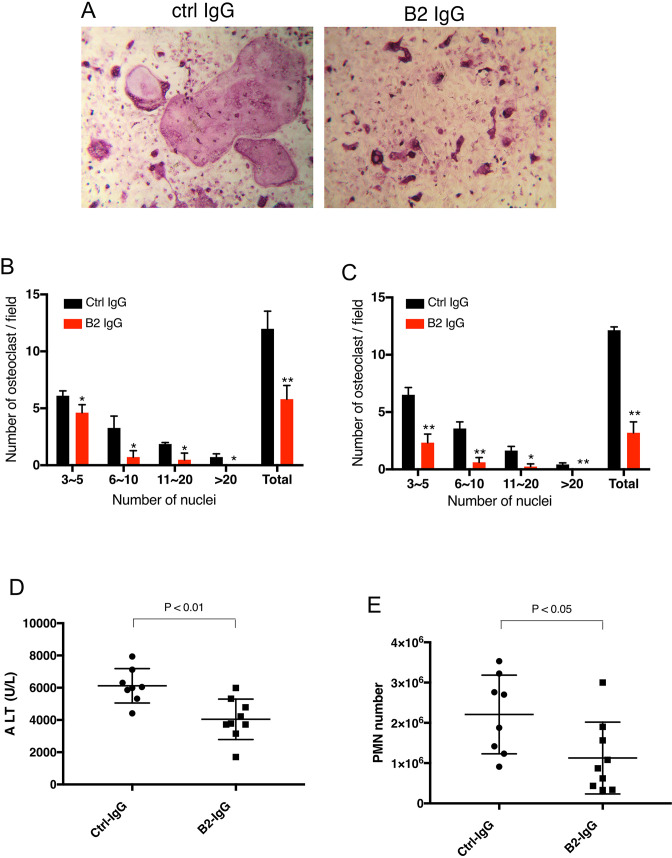
B2 inhibits RAGE-dependent biological processes in cell and animal models. (**A**) B2 inhibits osteoclastogenesis in vitro. Representative images of TRAP staining of WT bone marrow cells co-cultured with WT osteoblasts in the presence of 20 µg/ml B2 or control IgG. Mature osteoclasts were stained pink. (**B**) Osteoclasts were sub-grouped into four categories based on the number of nuclei and quantified, n=3 wells. (**C**) B2 also inhibits osteoclastogenesis in monoculture assay, where differentiation of bone marrow macrophages was induced by exogenous RANKL and m-CSF, n=3 wells. (**D, E**) B2 was protective as a pretreatment in APAP-induced liver injury. WT mice were pretreated with 10 mg/kg of B2-IgG 12 h before APAP overdose (300 mg/kg). Plasma ALT concentrations (**D**) and neutrophils recruitment into to liver, n=8–9 (**E**) were quantified 24 hr post liver injury, n=8–9. TRAP, tartrate-resistant acid phosphatase; WT, wild-type. Figure 7—source data 1.B2 inhibits RAGE-dependent biological processes in cell and animal models.

## Discussion

While our previous work has shown that HS is a potent inducer of RAGE oligomerization and that HS-RAGE interaction is essential for RAGE signaling in endothelial cells (Xu et al., 2013), the physiological significance of HS-induced RAGE oligomerization remains unexplored due to a lack of genetic models. To address this gap, we generated a *Ager*^AHA/AHA^ knock-in mice to specifically disrupt HS-RAGE interactions. As the HS-binding site and the ligand-binding site of RAGE are spatially separated (Xu et al., 2013), we were able to create a RAGE variant (R216A-R217H-R218A) with normal ligand binding, but impaired HS-binding capacity (Figure 1). This novel mouse model allowed us to dissect the specific contribution of HS-RAGE interaction to RAGE signaling in both physiological and pathological conditions for the first time.

Zhou et al., 2006 first reported that *Ager*^−/−^ mice display enhanced bone mineral density due to impaired osteoclastogenesis. Examination of the bone morphometric indexes of *Ager*^AHA/AHA^ mice found that they also display an osteopetrotic bone phenotype in both trabecular and cortical bones, with a severity that was equivalent to *Ager*^−/−^ mice (Figure 2B). Natural history study of the bone phenotype found that for both strains, the bone was largely normal at 4 weeks old (Figure 2D), suggesting the osteoclastogenesis during the bone modeling phase is not dependent on RAGE signaling. The osteopetrotic phenotype became full-fledged when mice reach 10 weeks old (for both sexes), and the phenotype remained when mice reach 4 months of age. It is interesting that while the bone phenotypes of *Ager*^AHA/AHA^ and *Ager*^−/−^ mice were indistinguishable at 10 weeks for both males and females, their phenotypes at 4 weeks and 4 months were somewhat different. It is unclear what factors contributed to this, but we suspect that the extensive transcriptomic changes experienced by *Ager*^−/−^ mice (Figure 5) might have modified the bone phenotype in an age-dependent manner. The fact that RAGE signaling regulates bone density in mature bones only, and that it regulates both trabecular and cortical bone homeostasis suggests that RAGE would be an attractive therapeutic target for treating diseases involving abnormal bone remodeling.

The fact that the *Ager*^AHA/+^ mice are haploinsufficient suggests that RAGE^AHA^ mutant protein plays a dominant effect on WT RAGE. The dominant negative role of RAGE^AHA^ mutant can only be explained in the light of RAGE oligomerization. In heterozygous *Ager*^AHA/+^ mice, the chance of assembling a functional dimer with intact HS-binding site would be merely 25% (50%×50%). This represents a 75% loss of functional RAGE signaling complex compared to WT mice, which apparently was sufficiently severe to impair normal osteoclastogenesis. In contrast, in *Ager*^+/−^ mice, because all expressed RAGE are WT, they have a 100% of chance to form functional RAGE signaling complex. The fact that male *Ager*^+/−^ mice displayed slightly elevated bone density (although not significant) could be attributed to somewhat reduced overall expression level of RAGE, which can be reasonably expected from heterozygous mice. Interestingly, this gene dosage effect was in full play in 10-week-old female mice, where the *Ager*^+/−^ mice did show significantly increased bone volume (49%), which was identical to the increase observed in *Ager*^AHA/+^ mice (51%). In summary, our analysis has shown for the first time that mice are highly sensitive to the quantity of functional RAGE oligomeric complex, and that female mice appeared to be more sensitive to this regulation than males.

Our genetic manipulation of HS-RAGE interaction has provided clear evidence that disrupting HS-RAGE interaction pharmacologically would be an effective means to block RAGE signaling. To validate this novel concept, we developed a mAb (B2) that specifically targets the HS-binding site of RAGE. The epitope of B2 includes R216 and R218, the exact residues that we mutated in *Ager*^AHA/AHA^ mice. Accordingly, B2 treatment of WT BMMs precisely copied the osteoclastogenesis phenotype of *Ager*^AHA/AHA^ BMMs (Figures 7A–C ,–3C–D). Similarly, B2 treatment also provided significant protection against APAP-induced liver injury, and the extent of protection in liver damage and suppression in neutrophil infiltration was highly similar to what was observed in *Ager*^AHA/AHA^ mice (Figures 7D–E ,–4). Combined, these data show that HS-RAGE interaction can be effectively targeted pharmacologically.

From a pharmacological point of view, targeting the HS-binding site of RAGE bears two main advantages over strategies targeting the ligand-binding site of RAGE. First, targeting the HS-binding site of RAGE can in principle block the signaling of all RAGE ligands because HS-dependent RAGE oligomerization is a common mechanism of RAGE signaling irrespective of the ligands involved. This is difficult to achieve for inhibitors that target the ligand-binding site of RAGE because the binding sites for different RAGE ligands are not identical (Koch et al., 2010; Xue et al., 2011; Ostendorp et al., 2007; Leclerc et al., 2007). Second, inhibitors that target the HS-binding site of RAGE leave the ligand-binding site of RAGE unoccupied, which would be free to interact with its multiple ligands that are overexpressed in disease states. Such inhibitors may thus turn RAGE into a decoy receptor, which is able to soak up ligands without transducing signal. In principle, this would greatly lower the risk of undesirable side effects by preventing spillover of unbound RAGE ligands to other inflammatory receptors such as TLR4, with which RAGE share many ligands (Yang et al., 2010; Vogl et al., 2007; Foell et al., 2013; Esposito et al., 2014).

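Between the mutants themselves, genes of *Ager*-/- neutrophils and lungs differed from *Ager* AHA/AHA in both directions. In neutrophils, Acp6, a lysophosphatidic acid phosphatase, was higher in *Ager*-/- than in *Ager* AHA/AHA by 3.22 on the log2 scale (SE 0.414, adjusted p = 1.8e-04 from edgeR), Pgf, which encodes placental growth factor, by 2.40 (adjusted p = 0.00611), and Pbx2, a homeobox gene next to Ager, by 1.04 (adjusted p = 0.00293). Xylt1, which starts glycosaminoglycan chains on proteoglycans, was lower by 1.17 (adjusted p = 0.00556). In lung, Aqp5 was higher in *Ager*-/- than in *Ager* AHA/AHA by 0.76 (adjusted p = 0.00248), Scd1 by 1.18 (adjusted p = 0.00164) and Areg by 1.18 (adjusted p = 0.00827, or 0.0636 with the replicate number as a block), and Gzma was lower by 1.06 (adjusted p = 0.0015). The neutrophil genes were chosen after their values were seen.
By an unadjusted p under 0.05, 1145 of 11632 genes passed between the mutants in neutrophils and 2389 of 17458 in lung, genes that pass by chance included. On the first 2 principal components in lung, the mean distance was 21.0 between the mutants, 20.3 between *Ager*-/- and WT, and 9.34 between *Ager* AHA/AHA and WT, against 12.0, 11.7 and 5.68 within WT, *Ager* AHA/AHA and *Ager*-/-.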

By comparing transcriptomes of neutrophils and lung tissues from *Ager*^AHA/AHA^ and *Ager*^−/−^ mice, we present here clear evidence that complete deficiency of RAGE had much broader impact on global gene expression compared to point mutations of RAGE. Under the assumption that RAGE signaling is abolished in *Ager*^AHA/AHA^ mice, which was true in both animal models we tested, we predict that most of the additional DEGs found in *Ager*^−/−^ mice were perhaps not associated with RAGE signaling. Presumably, the expression levels of these genes were changed due to certain compensatory mechanisms for the sheer loss of RAGE protein. Because some of the changes in expression level were truly dramatic in both mRNA and protein level, it is highly plausible that some of these changes will manifest as phenotypes in *Ager*^−/−^ mice in certain disease models, but in reality might have little to do with RAGE signaling. While it can be argued that the additional DEGs found in *Ager*^−/−^ mice are due to HS-independent RAGE signaling, such position cannot be well defended for the following reason. If RAGE signaling really consists of HS-independent and HS-dependent RAGE signaling (which is abolished in *Ager*^AHA/AHA^ mice), one would expect that the DEGs in *Ager*^AHA/AHA^ mice are fully encompassed by the DEGs found in *Ager*^−/−^ mice. However, this was not the case, especially for the downregulated genes (in both neutrophils and lungs, Figure 5C and F), where many more downregulated genes are found uniquely in *Ager*^AHA/AHA^ mice than the ones that overlap with the downregulated genes in *Ager*^−/−^ mice. 

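A gene called in *Ager* AHA/AHA and not in *Ager*-/- does not by that differ between them, and the direct comparison of the mutants tests this. In neutrophils, 8 of the 47 genes lower in *Ager* AHA/AHA alone were higher in *Ager*-/- than in *Ager* AHA/AHA with edgeR, namely Gbp2b, Ifi44, Ifi44l, Gm28438, Gm5900, Gm12183, Gm19951 and Chil3. Gm5900, a processed pseudogene of uncertain read assignment, had log2 fold changes of −2.91 in *Ager* AHA/AHA and −0.53 in *Ager*-/-, a difference of 2.37 (SE 0.500, adjusted p = 0.0324). Gm19951 had −1.57 and −0.47. In lung, the same comparison called 10 of 10, with Gm5900 at −3.13 in *Ager* AHA/AHA and −0.61 in *Ager*-/-, Arsj, Mindy3, Wdfy1, A930005H10Rik, Gbp2b, Ifi44l and Gm28438 among them.
Over the 62 genes lower in *Ager* AHA/AHA neutrophils, 60 had the same sign in *Ager*-/-, and over the 14 lower in *Ager* AHA/AHA lungs, 11 did. Unchanged groups simulated with redrawn WT libraries gave means of 57.3 and 13.2, so the signs do not by themselves show a shared change. The LPS response gene Nos2, which is not among the 62 at a log2 fold change of −0.89 in *Ager* AHA/AHA, was at 574 CPM in WT neutrophils, 311 CPM in *Ager* AHA/AHA, and 327 CPM in *Ager*-/- and did not pass the test between the mutants (adjusted p = 0.932). Single libraries moved these counts, since the number of genes lower in *Ager* AHA/AHA neutrophils was 14 without WT replicate 1, 96 without WT replicate 2, and 28 and 19 without *Ager* AHA/AHA replicates 4 and 6.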

Based on the scope of the inflammatory genes that are differently regulated in *Ager*^−/−^ neutrophils (and most likely in other leukocytes as well), we believe caution will need to be taken when using *Ager*^−/−^ mice in inflammatory models. In many cases, the *Ager*^AHA/AHA^ mice might be a cleaner model for investigating the role of RAGE signaling.

The fact that most of the downregulated genes in *Ager*^AHA/AHA^ mice are not found in *Ager*^−/−^ mice is highly curious. 

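Compared directly with *Ager* AHA/AHA neutrophils, *Ager*-/- neutrophils held more Gbp2b by 14.69 on the log2 scale (adjusted p = 9.1e-14 from edgeR) and more Ifi44l by 12.15 (adjusted p = 1.7e-10), fitted values that depend on the prior count where *Ager* AHA/AHA is at 0. In lung the differences were 6.79 (SE 0.248, adjusted p = 2.1e-10) for Gbp2b and 5.55 (adjusted p = 1.5e-04) for Ifi44l, with 42.9 ± 5.90 CPM of Gbp2b (SD, n = 4) and 2.47 ± 1.05 CPM of Ifi44l in *Ager*-/- lungs. Against WT lungs the log2 fold changes in *Ager*-/- were −0.08 and 0.07. Ifi44, the neighbor of Ifi44l on chromosome 3, was higher in *Ager*-/- than in *Ager* AHA/AHA neutrophils by 3.37 (adjusted p = 2.8e-08) and did not pass the test in lung (log2 difference 0.70, adjusted p = 0.308). Of 42 interferon-induced genes in neutrophils, 3 were higher and 2 lower in *Ager*-/- than in *Ager* AHA/AHA (3 and 7 when adjusted over the list alone), with a median difference of −0.35.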

Taking Gbp2b and Ifi44L as examples, the expression levels of both were completely abolished in neutrophils and lungs in *Ager*^AHA/AHA^ mice, but they maintained WT-like expression levels in *Ager*^−/−^ mice (Figure 5—figure supplement 3). If Gbp2b and Ifi44L (both are interferon γ responsive genes) were truly associated with RAGE activation, the only logical explanation would be that the activation of these genes was somehow preserved in *Ager*^−/−^ mice. Taking into considerations that many RAGE ligands can also cross-activate TLR4, it is plausible that in the absence of RAGE, certain RAGE ligands activate TLR4 instead, resulting in induction of Gbp2b and Ifi44L. In contrast, because RAGE^AHA^ mutant behaves essentially like a decoy receptor, being able to still bind the ligand without transducing signal, spillover of RAGE ligands to TLR4 would be unlikely. Indeed, LPS has been shown to be able to induce Gbp2b (synonymous with Gbp1) expression, which suggests that in theory activation of TLR4 with another ligand would also induce Gbp2b expression (Kim et al., 2011). Ongoing research in our lab seeks to establish the connection between RAGE signaling and Gbp2b-mediated defense signaling.

In summary, by using *Ager*^AHA/AHA^ mice, we presented strong evidence for an essential role of HS-RAGE interaction in bone remodeling and drug-induced liver injury. We further presented a new strategy in treating RAGE-associated diseases by blocking the HS-binding site of RAGE using mAb. Based on our RNA-seq study, we expect that HS-RAGE interaction would play essential roles in many inflammatory responses that involve other types of leukocytes. The *Ager*^AHA/AHA^ mice and the anti-RAGE mAb antibody we reported here would certainly be invaluable tools to further our understanding of the pathophysiological roles of RAGE. To evaluate the therapeutic potential of mAb B2, we plan to determine its efficacy in a number of inflammatory and tumor models and is in the process of humanization of B2 for testing in primates. A limitation of our study is that we only focused on a small portion of the HS-binding site located on C1 domain. It is perceivable that mAbs that target other epitopes within the HS-binding site would also effectively block RAGE signaling and we are hoping to identify more such mAbs to fully realize the therapeutic potential of RAGE antagonism.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent(*Mus musculus*)	*Ager* ^AHA/AHA^	This paper		Knockin mouse created by CRISPR
Genetic reagent(*M. musculus*)	*Ager* ^−/−^	PMID:15173891	MGI:2451038	RAGE knockout mouse: Agertm1.1Arnd
Strain, strain background (*Escherichia coli*)	Origami-B (DE3)	MilliporeSigma	Cat#: 70837	
Cell line (*Hamster*)	Flp-In-CHO Cell Line	Invitrogen	Cat#: R75807RRID:CVCL_U424	Directly purchased from manufacture, negative for mycoplasma
Cell line (*Homo-sapiens*)	MDA-MB-453	ATCC	Cat#: HTB-131RRID:CVCL_0418	Identity authenticated by SRT profiling, negative for mycoplasma
Antibody	Anti-RAGE (rabbit monoclonal)	This paper	B2	WB: 1 µg/mlFunctional: 5–20 µg/ml
Antibody	Anti-RAGE (human monoclonal)	This paper	B2, rabbit-human chimeric	IHC: 1 µg/mlFC: 10 µg/mlIn vivo: 10 mg/kg
Antibody	Anti-mouse Ly-6G-PE (rat monoclonal)	BD Biosciences	Cat#: 561104RRID:AB_10563079	FC: 1:100
Antibody	Anti-mouse CD45-FITC (rat monoclonal)	BioLegend	Cat#: 103107RRID:AB_312972	FC: 1:100
Antibody	Anti-mouse CD11b-APC (rat monoclonal)	BD Biosciences	Cat#: 561690RRID:AB_10897015	FC: 1:100
Antibody	Anti-mouse Ly-6C-FITC (rat monoclonal)	BioLegend	Cat#: 128005RRID:AB_1186134	FC: 1:100
Antibody	Anti-mouse CD3-PE (rat monoclonal)	BioLegend	Cat#: 100205RRID:AB_312662	FC: 1:100
Antibody	Anti-mouse CD8a-APC (rat monoclonal)	BioLegend	Cat#: 100711RRID:AB_312750	FC: 1:100
Antibody	Anti-mouse RAGE (rat monoclonal)	R&D Systems	Cat#: MAB1179RRID:AB_2289349	WB: 2 µg/ml
Antibody	Anti-HMGB1 (rabbit monoclonal)	Abcam	Cat#: Ab79823RRID:AB_1603373	WB: 1:10,000
Recombinant DNA reagent	pcDNA5⁄FRT(plasmid)	Invitrogen	Cat#: V601020	
Recombinant DNA reagent	pET21b (plasmid)	MilliporeSigma	Cat#: 69741	
Recombinant protein	m-CSF	PeproTech	Cat#: 315-02	
Recombinant protein	RANKL	PMID:15173891		
Recombinant protein	VC1 domain of mouse RAGE	PMID:23679870		
Sequence-based reagent	sgRNA	This paper	sgRNA	GGGGCCGCGTCTGGGGACTTGTG
Commercial assay or kit	Leukocyte Acid Phosphatase Kit	Sigma-Aldrich	Cat#: 387A-1KT	
Commercial assay or kit	RNeasy Mini Kit	QIAGEN	Cat#: 74134	
Chemical compound, drug	Acetaminophen	Sigma-Aldrich	Cat#: A5000	
Software, algorithm	ImageJ(v1.50i)	PMID:22930834	RRID:SCR_003070	https://imagej.nih.gov/ij/index.html
Software, algorithm	Graphpad Prism 7	GraphPad Software	RRID:SCR_002798	
Software, algorithm	AnalyzePro 1.0	AnalyzeDirect Inc	RRID:SCR_005988	https://analyzedirect.com
Software, algorithm	DESeq2 R package (v1.30.1)	PMID:25516281	RRID:SCR_015687	
Software, algorithm	clusterProfiler R package (v3.18.1)	PMID:22455463	RRID:SCR_016884	

### Generation of *Ager*^AHA/AHA^ knock-in mice

The knock-in project was performed at the Gene Targeting and Transgenic Shared Resource of Roswell Park comprehensive cancer center. Briefly, the synthesized sgRNA (which targets exon 6 of mouse *rage* gene as shown in Figure 1), repair template ssODN, and mRNA encodes for Cas9 were micro-injected into 1-cell stage fertilized egg of C57BL/6J strain, which were then surgically transferred into pseudopregnant foster mothers also of C57BL/6J background. Through CRIPSR-based homology-directed repair, the triple mutations were introduced into the *rage* locus. The pups were screened by next-generation sequencing, and the mice that bear correct mutations were mated to WT C57BL/6J mice to confirm germline transmission of the mutations. The F1 heterozygous mice were bred together to generate homozygous offspring. *Ager*^−/−^ mice were originally gifted by A. Bierhaus (University of Heidelberg, Heidelberg, Germany).

### MicroCT analysis

Mouse femurs from different ages of WT, *Ager*^AHA/+^, *Ager*^AHA/AHA^, *Ager*^+/−^, and *Ager*^−/−^ mice were harvested, fixed for 48 hr in 10% neutral buffered formalin. A quantitative analysis of the gross bone morphology and microarchitecture was performed using ScanCo microCT 100 system (University at Buffalo). 3D reconstruction and bone microarchitecture analysis were performed using AnalyzePro (AnalyzeDirect Inc).

### TRAP staining

Mouse tibia from 10-week-old male mice were harvested, fixed for 48 hr in 10% neutral buffered formalin, and decalcified in 10% EDTA for 2 weeks at room temperature (RT). The samples were embedded in paraffin and sectioned at 5 μm for TRAP staining. The sections were counter stained with Fast Green.

### Osteoclastogenesis assay

Primary osteoblasts were isolated from calvaria of 5- to 8-day-old WT mice following an established protocol (Taylor et al., 2014). Osteoblasts (5×10^3^ cells/well) were seeded in a 96-well plate the day before starting the co-culture. Freshly isolated bone marrow cells (from WT, *Ager*^AHA/AHA^, and *Ager*^−/−^ mice) were suspended in 10 ml of α-MEM containing 10% fetal bovine serum and 1× penicillin/streptomycin, 10^–7^ M dexamethasone, and 10^–8^ M 1α- and 25-dihydroxyvitamin D3. About 100 µl of bone marrow cells were added to each well. The medium was replaced every 2 days thereafter until the appearance of giant osteoclasts. For B2 inhibition assay, 20 µg/ml B2-IgG or control IgG was included in the medium in selected wells. To visualize osteoclasts, the cells were fixed and stained for TRAP activity using a Leukocyte Acid Phosphatase Kit (Sigma-Aldrich). Osteoclasts were sub-grouped into four categories based on the number of nuclei and quantified to analyze the population of osteoclasts with different number of nuclei.

### Mineral apposition rate measurement

Eight-week-old male mice of WT, *Ager*^AHA/AHA^, and *Ager*^−/−^ were labeled at 9 days (20 mg/kg of calcein) and 2 days (30 mg/kg of Alizarin Red) prior to sacrifice via intraperitoneal injection. Tibias were fixed with 10% formalin for 48 hr, treated with 5% KOH for 96 hr, and then processed and sectioned followed an established method (Porter et al., 2017). Images were taken with a Nikon Ci-S fluorescence microscope and merged using ImageJ software. Mineral apposition rate is the distance between the midpoints of the two labels (measured at multiple locations using ImageJ and averaged) divided by the time between the dye injections.

### Mouse model of APAP liver injury

WT, *Ager*^AHA/AHA^, and *Ager*^−/−^ mice were fasted overnight (12–15 hr) to deplete GSH stores before APAP (Sigma-Aldrich) administration. Fresh APAP was dissolved in warm (~50°C) sterile saline, cooled to 37°C, and injected intraperitoneally at 300 mg/kg. The plasma samples were collected 24 hr after APAP administrations for measuring ALT concentration. In general, the concentration of ALT reached its highest point at 24 hr after APAP overdose. For B2 protective treatment, WT mice were injected intraperitoneally with 10 mg/kg of B2-IgG 12 hr before APAP overdose (300 mg/kg). Plasma ALT was measured using the ALT Infinity reagent (Thermo Fisher Scientific) following the manufacturer’s instructions. Livers were harvested, fixed for 24 hr in 10% neutral buffered formalin. Samples were further embedded in paraffin and sectioned at 4 μm for hematoxylin and eosin staining. The necrosis area was quantified with ImageJ.

### Neutrophil infiltration in liver necrosis

The identical liver lobe from different mice was collected, minced, and digested with 0.2% collagenase A for 1 hr at 37° with shaking, and the digested tissue was further dissociated into single-cell suspension by pipetting several times. Cells passed through 70-µm cell strainer were pelleted, resuspended in 1 ml phosphate-buffered saline (PBS) and overlayed onto 4 ml of 33% Percoll gradient. After centrifugation at RT for 15 min at 1400×*g*, cell pellet was collected as leukocytes which include polymorphonuclear (PMN) cells. Leukocytes were further treated with ACK Lysing Buffer for a short time to remove red blood cells and counted. The number of neutrophils was quantified by FACS after staining with rat anti-mouse Ly-6G-PE, Clone 1A8 (BioLegend), rat anti-mouse CD45-FITC (BioLegend), and rat anti-mouse CD11b-APC (BioLegend) for 15 min at 4°. Ly-6G high cells were counted as neutrophils.

### Air pouch model and neutrophil isolation

About 3 ml of sterile air was injected under the dorsal skin of WT, *Ager*^AHA/AHA^, and *Ager*^−/−^ mice. After 3 days, the pouch was refilled with 2 ml of sterile air. On the seventh day, 1 μg of LPS from *Escherichia coli* O111:B4 (Sigma-Aldrich) in 0.5% solution of carboxymethyl cellulose (sodium salt; Sigma-Aldrich) was injected into the air pouch. After 4 hr, mice were euthanized by isoflurane inhalation and the cells in the pouch were collected by washing with PBS. Cells were counted and stained with Ly-6G-PE to determine the percentage of PMNs.

### Leukocyte cell surface marker analysis

For analysis of PMNs, total cells collected from the air pouch were stained with Ly-6G-PE, Clone 1A8, rat anti-mouse CD45-FITC, and rat anti-mouse CD11b-APC, rat anti-mouse Ly-6C-PE, rat anti-mouse F4-80-PE for 15 min at 4°.

For analysis of T and B cells, splenocytes were stained with rat anti-mouse CD45-FITC, rat anti-mouse Ly-6C-PE, rat anti-mouse F4-80-PE, rat anti-mouse CD3-PE, rat anti-mouse CD4-APC, and rat anti-mouse CD8-APC. CD3^+^ cells were gated as T cells (including both CD4^+^ and CD8^+^ cells), and CD3^−^ cells were gated as B cells.

### RNA-seq transcriptome analysis

LPS-induced leucocytes (>95% PMNs) were collected from air pouch as described above and used for RNA extraction. For lung tissue samples, 30 mg thoroughly perfused lungs were homogenized by bullet blender 5E (Next Advance). Total RNA was prepared using RNeasy Mini Kit (QIAGEN) following the protocol. cDNA library construction and RNA sequencing were performed at Novogene Co. Inc (Sacramento, CA). RNA integrity and quantitation were assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). A total amount of 1 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, USA) following the manufacturer’s recommendations. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using PE Cluster Kit cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina platform PE150 and paired-end reads (150 bp) were generated. Reference genome and gene model annotation files were downloaded from genome website browser (NCBI/UCSC/Ensembl, mm10) directly. Paired-end clean reads were aligned to the reference genome using Spliced Transcripts Alignment to a Reference (STAR) (Dobin et al., 2013).

DESeq2 R package (v1.30.1) was used for gene count normalization and differential expression analysis (Love et al., 2014). The list of *Ager*^AHA/AHA^ and *Ager*^−/−^ differentially expressed genes compared to WT was filtered by an absolute log_2_ fold change≥1 and a multiple testing corrected p value ≤0.05. This list of differentially expressed genes in *Ager*^AHA/AHA^ and *Ager*^−/−^ lungs or PMNs were further analyzed and annotated with GO analysis using clusterProfiler R package (v3.18.1) (Yu et al., 2012). A multiple testing corrected p value ≤0.05 cutoff was used for the applied conditional hypergeometric test for GO term overrepresentation of GO terms in molecular function and biological process ontologies. The used GO annotations were obtained from the Bioconductor *Mus musculus* annotation package. PMN and lung RNA-sequencing data have been deposited into the NCBI Gene Expression Omnibus database (accession number GSE174178).

### Development of B2

Rabbit monoclonal antibodies (mAbs) were raised against the murine RAGE V-C1 domain in its native conformation. The rabbit hybridomas were generated at Epitomics Inc (now part of Abcam). The hybridoma line 240 E-W3 was used to fuse with rabbit splenocytes. Out of the 4000 hybridoma clones that were screened, around 100 were able to detect mVC1 by direct ELISA. The supernatants of the positive clones were then screened for mAbs that specifically interacted with the HS-binding site. In this screening, instead of using WT mVC1, various mVC1 mutants (K43A-K44A, K39A-R104A, K107A, and R216A-R218A) were immobilized to ELISA plates. These mutants bear alanine mutations in the HS-binding residues. In this assay, mAbs were sought that show reduced binding to the mutants compared to the WT mVC1. In principle, the reduced binding would only occur if the residues that we mutated belong to the epitope recognized by the mAb. In this assay, the epitopes of B2 were found to include R216 and R218. Rabbit B2 was purified from hybridoma supernatant by Protein A chromatography.

### Direct ELISA for screening RAGE-binding mAbs

About 200 ng of human RAGE extracellular domain or R216A-R218A mutant were immobilized onto a 96-well high-binding ELISA plate. Plates were blocked with 5% bovine serum albumin (BSA) in PBS and incubated with 0.01–10 nM of rabbit B2 mAb for 1 hr at RT. Bound B2 mAbs were quantitated with anti-rabbit-HRP (Jackson ImmunoResearch) followed by the addition of HRP substrate (Thermo Fisher Scientific).

### Recombinant expression of B2

To produce B2 mAbs in large quantity for in vivo studies, we cloned the variable regions of B2 from hybridoma cells and grafted them onto human IgG1 constant region. The chimeric antibody was expressed in Chinese hamster ovary (CHO) cells. The pcDNA5_FRT plasmid purchased from Invitrogen was modified to insert the variable regions of B2 heavy and light chains in human IgG1 constant regions. Then the plasmid was transfected into CHO_Flp cells using lipofectamine 3000 Reagent (Invitrogen), and the positive clones were screened out over 10 days in the presence of Hygromycin B (50 mg/ml, Gibco). Cells with positive expression of the antibody were grown in CD CHO AGT expression medium (Thermo Fisher Scientific) with supplemental glutamine, D+ glucose, and Pen/Strep for 2 weeks. The media was then harvested, and the secreted antibody (IHH-IgG) was purified using a 5-ml HiTrap protein G column (Cytiva). The antibodies were buffer exchanged into PBS, and the concentration was determined using NanoDrop Spectrophotometer (Thermo Fisher Scientific). The purity of each batch was examined using SDS-PAGE. Purified antibodies were stored at 4°C before experiments. For B2-Fab, human chimeric B2 were digested with immobilized papain using Pierce Fab Preparation Kit (Thermo Fisher Scientific) following the instructions.

### Effect of B2 on RAGE binding on heparin

About 30 µg of mouse mVC1 was either directly loaded onto heparin Sepharose column, or loaded after 30 min incubation with 68 µg Fab fragment of B2 (1:1 molar ratio). B2-Fab bound mVC1 displayed greatly reduced binding to heparin column. The bound mVC1 was eluted with a salt gradient from 200 mM to 1.4 M NaCl, pH 7.1 in HEPES buffer.

### B2 cell surface binding by FACS

Breast tumor MDA-MB-453 was lifted from culture dish using Accutase (BioLegend) and incubated with human B2-IgG or B2-Fab in 100 μl PBS and 0.1% BSA for 45 min at 4°C. Bound B2-IgG was stained with goat anti-human IgG-Alexa 568 (1:1000; Invitrogen) for 30 min and analyzed by FACS. B2-Fab was stained with biotinylated goat anti-human IgG (1:1000, Invitrogen) followed by streptavidin-PE staining. In some experiments, cells were pretreated with recombinant heparin lyases III (5 milliunits/ml) for 15 min at RT prior to binding experiments. The MDA-MB-453 cell line was obtained from ATCC (HTB-131). Its identity was authenticated by SRT profiling, and it was tested negative for mycoplasma in the lab.

### Immunohistochemistry

Lungs from WT and *Ager*^−/−^ mice were perfused, harvested, and fixed for 24 hr in 10% neutral buffered formalin. Samples were further embedded in paraffin and sectioned at 5 μm for RAGE staining with 1 µg/ml human B2-IgG. After staining with biotinylated rabbit anti-human IgG secondary antibody (1:200), the sections were developed using the ABC system (Vector Laboratories) and the cell nuclei were counter stained with 15% Ehrlich’s hematoxylin (Electron Microscopy Sciences).

### Effect of antibodies on RAGE-ligand binding

HMGB1 or S100b (200 ng) was immobilized and the plate was blocked with 5% BSA. Biotinylated-mouse B2 V-C1 domain (200 ng/ml) was pre-incubated with rabbit IgG, polyclonal or monoclonal anti-RAGE (all at 5 μg/ml) for 30 min at RT before being added to the plate. The percentage of antibody inhibition was calculated by comparing the absorbance obtained in the presence of specific antibodies to the absorbance obtained in the presence of control rabbit IgG (which was set to 100%).

### Expression of recombinant murine and human RAGE

WT mouse RAGE V-C1 domains (mVC1-WT) and human sRAGE (V-C1-C2 domains) were produced in *E. coli* cells. Purification was carried out using HiTrap SP cation exchange column at pH 7.8, followed by SEC on a Superdex 200 column (GE Healthcare). The recombinant protein was purified to >98% pure as examined by silver staining. Mouse RAGE triple mutant R216A-R217H-R218A (mVC1-AHA) was confirmed by sequencing and purified as described above for WT protein.

### Heparin-Sepharose chromatography and analytical size-exclusion chromatography

To characterize the binding of mVC1 and mutant to heparin, 100 µg of purified mVC1-WT or mVC1-AHA were applied to a HiTrap heparin-Sepharose column and eluted with a salt gradient from 200 mM to 1.4 M NaCl, pH 7.1 (HEPES buffer). The conductivity measurements at the peak of the elution were converted to the concentration of NaCl based on a standard curve. For analyses of mVC1 and HS dodecasaccharide (H12) complex, purified mVC1-WT or mVC1-AHA (40 µg) was incubated with HS dodecasaccharide (H12, 4 µg) in 20 mM Tris, 150 mM NaCl, pH 7.4, at 4°C overnight. H12 is chemoenzymatically synthesized HS 12mer with NS, 2S, and 6S modification (gift from Dr. Jian Liu, UNC Chapel Hill). All complexes were resolved on a Superdex 200 (10/300 mm) gel filtration column using 20 mM Tris, 150 mM NaCl, pH 7.4, at 4°C.

### HMGB1 binding ELISA

Binding affinity of mRAGE-WT and mRAGE-AHA to HMGB1 was measured by ELISA. Briefly, 96-well plate was coated by 200 ng of mRAGE-WT and mRAGE-AHA protein and blocked by 1% BSA. Biotinylated HMGB1 with concentrations from 50 ng/ml to 1000 ng/ml was added into wells and incubated for 2 hr followed by incubation with streptavidin-HRP for 30 min. About 50 µl of HRP substrate solution was added for developing, and the reaction was stopped by adding 50 µl of 1 M H_2_SO_4_. The absorbance at 450 nm was measured by a plate reader. Apparent K_d_ value was calculated using Prism software.

### Western blot analysis

One lung lobe from WT, *Ager*^AHA/AHA^, or *Ager*^−/−^ mice was collected and homogenized/lysed in lysis buffer (50 mM Tris-HCl, pH 7.4, 1% Triton X-100). After clearing by centrifugation, the lysate was boiled in SDS sample with 5% β-mercaptoethanol and analyzed by gel electrophoresis using SureGel 4%–20% Bis-Tris gel (Genscripts). After transfer, the PVDF membrane was probed with a rat anti-RAGE mAb (R&D Systems), rabbit anti-HMGB1 mAb (Abcam), or our rabbit B2.

### Statistical analysis

All data are expressed as means ± SEM. Statistical significance of differences between experimental and control groups was analyzed by two-tailed unpaired Student’s t-test, between multiple groups by one-way analysis of variance (ANOVA) followed by Dunnett’s or Tukey’s multiple comparisons test using Prism software (version 7.03; GraphPad Software Inc).

## Data Availability

PMN and lung RNA-sequencing data have been deposited into the NCBI Gene Expression Omnibus database (accession number GSE174178). All data generated or analysed during this study are included in the manuscript and supporting files. Source data files have been provided for all the figures and figure supplements. The following dataset was generated: LiM Langouët-AstriéCJ XuD 2021mRNA-seq analysis of RAGE knock-in (RageAHA/AHA) and RAGE-/- miceNCBI Gene Expression OmnibusGSE174178

## Additional files

Supplementary file 1. List of differentially expressed genes (DEGs) from WT, *Ager*^AHA/AHA^ and *Ager*^−/−^ PMNs.

Supplementary file 2. Gene ontology analysis of genes from *Ager*^−/−^ PMNs.

Supplementary file 3. Gene ontology analysis of genes from *Ager*^AHA/AHA^ PMNs.

Supplementary file 4. List of differentially expressed genes (DEGs) from WT, *Ager*^AHA/AHA^ and *Ager*^−/−^ lungs.

Supplementary file 5. Gene ontology analysis of genes from WT, *Ager*^AHA/AHA^ and *Ager*^−/−^ lungs.

Transparent reporting form

## References

[bib1] Arnold K, Xu Y, Sparkenbaugh EM, Li M, Han X, Zhang X, Xia K, Piegore M, Zhang F, Zhang X, Henderson M, Pagadala V, Su G, Tan L, Park PW, Stravitz RT, Key NS, Linhardt RJ, Pawlinski R, Xu D, Liu J (2020). Design of anti-inflammatory heparan sulfate to protect against acetaminophen-induced acute liver failure. Science Translational Medicine.

[bib2] Busse DC, Habgood-Coote D, Clare S, Brandt C, Bassano I, Kaforou M, Herberg J, Levin M, Eléouët J-F, Kellam P, Tregoning JS (2020). Interferon-Induced Protein 44 and Interferon-Induced Protein 44-Like Restrict Replication of Respiratory Syncytial Virus. Journal of Virology.

[bib3] Dattilo BM, Fritz G, Leclerc E, Kooi CWV, Heizmann CW, Chazin WJ (2007). The extracellular region of the receptor for advanced glycation end products is composed of two independent structural units. Biochemistry.

[bib4] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics (Oxford, England).

[bib5] Esposito G, Capoccia E, Turco F, Palumbo I, Lu J, Steardo A, Cuomo R, Sarnelli G, Steardo L (2014). Palmitoylethanolamide improves colon inflammation through an enteric glia/toll like receptor 4-dependent PPAR-α activation. Gut.

[bib6] Foell D, Wittkowski H, Kessel C, Lüken A, Weinhage T, Varga G, Vogl T, Wirth T, Viemann D, Björk P, van Zoelen MAD, Gohar F, Srikrishna G, Kraft M, Roth J (2013). Proinflammatory S100A12 can activate human monocytes via Toll-like receptor 4. American Journal of Respiratory and Critical Care Medicine.

[bib7] Harja E, Bu D, Hudson BI, Chang JS, Shen X, Hallam K, Kalea AZ, Lu Y, Rosario RH, Oruganti S, Nikolla Z, Belov D, Lalla E, Ramasamy R, Yan SF, Schmidt AM (2008). Vascular and inflammatory stresses mediate atherosclerosis via RAGE and its ligands in apoE-/- mice. The Journal of Clinical Investigation.

[bib8] Hofmann MA, Drury S, Fu C, Qu W, Taguchi A, Lu Y, Avila C, Kambham N, Bierhaus A, Nawroth P, Neurath MF, Slattery T, Beach D, McClary J, Nagashima M, Morser J, Stern D, Schmidt AM (1999). RAGE mediates a novel proinflammatory axis: a central cell surface receptor for S100/calgranulin polypeptides. Cell.

[bib9] Hudson BI, Lippman ME (2018). Targeting RAGE Signaling in Inflammatory Disease. Annual Review of Medicine.

[bib10] Huebener P, Pradere J-P, Hernandez C, Gwak G-Y, Caviglia JM, Mu X, Loike JD, Schwabe RF (2015). The HMGB1/RAGE axis triggers neutrophil-mediated injury amplification following necrosis. The Journal of Clinical Investigation.

[bib11] Kim B-H, Shenoy AR, Kumar P, Das R, Tiwari S, MacMicking JD (2011). A family of IFN-γ-inducible 65-kD GTPases protects against bacterial infection. Science (New York, N.Y.).

[bib12] Koch M, Chitayat S, Dattilo BM, Schiefner A, Diez J, Chazin WJ, Fritz G (2010). Structural basis for ligand recognition and activation of RAGE. Structure (London, England.

[bib13] Leclerc E, Fritz G, Weibel M, Heizmann CW, Galichet A (2007). S100B and S100A6 differentially modulate cell survival by interacting with distinct RAGE (receptor for advanced glycation end products) immunoglobulin domains. The Journal of Biological Chemistry.

[bib14] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biology.

[bib15] Moysa A, Hammerschmid D, Szczepanowski RH, Sobott F, Dadlez M (2019). Enhanced oligomerization of full-length RAGE by synergy of the interaction of its domains. Scientific Reports.

[bib16] Nasser MW, Wani NA, Ahirwar DK, Powell CA, Ravi J, Elbaz M, Zhao H, Padilla L, Zhang X, Shilo K, Ostrowski M, Shapiro C, Carson WE, Ganju RK (2015). RAGE mediates S100A7-induced breast cancer growth and metastasis by modulating the tumor microenvironment. Cancer Research.

[bib17] Ostendorp T, Leclerc E, Galichet A, Koch M, Demling N, Weigle B, Heizmann CW, Kroneck PMH, Fritz G (2007). Structural and functional insights into RAGE activation by multimeric S100B. The EMBO Journal.

[bib18] Park L, Raman KG, Lee KJ, Lu Y, Ferran LJ, Chow WS, Stern D, Schmidt AM (1998). Suppression of accelerated diabetic atherosclerosis by the soluble receptor for advanced glycation endproducts. Nature Medicine.

[bib19] Popa I, Ganea E, Petrescu SM (2014). Expression and subcellular localization of RAGE in melanoma cells. Biochemistry and Cell Biology = Biochimie et Biologie Cellulaire.

[bib20] Porter A, Irwin R, Miller J, Horan DJ, Robling AG, McCabe LR (2017). Quick and inexpensive paraffin-embedding method for dynamic bone formation analyses. Scientific Reports.

[bib21] Santos JC, Broz P (2018). Sensing of invading pathogens by GBPs: At the crossroads between cell-autonomous and innate immunity. Journal of Leukocyte Biology.

[bib22] Taguchi A, Blood DC, del Toro G, Canet A, Lee DC, Qu W, Tanji N, Lu Y, Lalla E, Fu C, Hofmann MA, Kislinger T, Ingram M, Lu A, Tanaka H, Hori O, Ogawa S, Stern DM, Schmidt AM (2000). Blockade of RAGE-amphoterin signalling suppresses tumour growth and metastases. Nature.

[bib23] Taylor SEB, Shah M, Orriss IR (2014). Generation of rodent and human osteoblasts. BoneKEy Reports.

[bib24] Vogl T, Tenbrock K, Ludwig S, Leukert N, Ehrhardt C, van Zoelen MAD, Nacken W, Foell D, van der Poll T, Sorg C, Roth J (2007). Mrp8 and Mrp14 are endogenous activators of Toll-like receptor 4, promoting lethal, endotoxin-induced shock. Nature Medicine.

[bib25] Xie J, Reverdatto S, Frolov A, Hoffmann R, Burz DS, Shekhtman A (2008). Structural basis for pattern recognition by the receptor for advanced glycation end products (RAGE). The Journal of Biological Chemistry.

[bib26] Xu D, Young JH, Krahn JM, Song D, Corbett KD, Chazin WJ, Pedersen LC, Esko JD (2013). Stable RAGE-heparan sulfate complexes are essential for signal transduction. ACS Chemical Biology.

[bib27] Xue J, Rai V, Singer D, Chabierski S, Xie J, Reverdatto S, Burz DS, Schmidt AM, Hoffmann R, Shekhtman A (2011). Advanced glycation end product recognition by the receptor for AGEs. Structure (London, England.

[bib28] Xue J, Manigrasso M, Scalabrin M, Rai V, Reverdatto S, Burz DS, Fabris D, Schmidt AM, Shekhtman A (2016). Change in the Molecular Dimension of a RAGE-Ligand Complex Triggers RAGE Signaling. Structure (London, England.

[bib29] Yan SF, Ramasamy R, Schmidt AM (2010). The RAGE axis: a fundamental mechanism signaling danger to the vulnerable vasculature. Circulation Research.

[bib30] Yang H, Hreggvidsdottir HS, Palmblad K, Wang H, Ochani M, Li J, Lu B, Chavan S, Rosas-Ballina M, Al-Abed Y, Akira S, Bierhaus A, Erlandsson-Harris H, Andersson U, Tracey KJ (2010). A critical cysteine is required for HMGB1 binding to Toll-like receptor 4 and activation of macrophage cytokine release. PNAS.

[bib31] Yu G, Wang L-G, Han Y, He Q-Y (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. Omics.

[bib32] Zhou Z, Immel D, Xi C-X, Bierhaus A, Feng X, Mei L, Nawroth P, Stern DM, Xiong W-C (2006). Regulation of osteoclast function and bone mass by RAGE. The Journal of Experimental Medicine.

[bib33] Zhou Z, Han J-Y, Xi C-X, Xie J-X, Feng X, Wang C-Y, Mei L, Xiong W-C (2008). HMGB1 regulates RANKL-induced osteoclastogenesis in a manner dependent on RAGE. Journal of Bone and Mineral Research.

[bib34] Zong H, Madden A, Ward M, Mooney MH, Elliott CT, Stitt AW (2010). Homodimerization is essential for the receptor for advanced glycation end products (RAGE)-mediated signal transduction. The Journal of Biological Chemistry.

How the deposited data were processed for this re-analysis (not part of the article)

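RNA was measured in neutrophils from LPS-treated air pouches (3 WT, 3 *Ager* AHA/AHA and 3 *Ager*-/- mice) and in perfused lung (3 WT, 4 *Ager* AHA/AHA and 4 *Ager*-/- mice), 20 libraries in all. The authors trimmed the reads with fastp after CASAVA base calling, aligned them to mm10 with STAR, and deposited raw counts per gene made with featureCounts. The authors also deposited FPKM, which divide the counts by gene length and a constant per library. The constants followed DESeq2's size factors over the 20 libraries and not the total counts. These FPKM fall into 2 sets scaled with different constants, 12 libraries at 22.4 to 22.7 and 8 libraries at 16.7 to 17.8 after allowing for the size factors, and the sources used here do not give the reason. The log2 fold changes, their standard errors, the p-values with their adjustment, and the Wald statistic (a score) in the deposited tables were made by the authors with DESeq2, each mutant against WT, and are used here only as the authors' values. The deposited neutrophil table is named as modified, and what was modified is not stated. Versions of the upstream tools, the strand setting and the handling of reads that match several genes are not given in the sources used here.
Counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3 (data.table 1.17.8), and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Each tissue was fitted alone with its 3 genotypes, TMM scaling, edgeR's default filter on low counts and the robust quasi-likelihood test. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg) and a log2 fold change beyond 1, the thresholds the paper uses, for counts of DEGs, and at the adjusted p alone for members of gene lists. CPM use TMM library sizes, and log2 CPM for lists use a prior count of 2. The depth per library was 16764589 to 24818703 counts, and recovery of known changes was tested on simulated data drawn with the dispersions of these libraries. Gene lists were compared with all other genes by camera (preset correlation 0.01, and again with an estimated correlation), and each list's members were also adjusted over the list alone. A tissue by genotype interaction was fitted on the counts of both tissues together. Overlaps between the mutants were set against 20 simulations of unchanged groups that share simulated WT libraries. Every library was drawn there gene by gene from the WT mean. Principal components used the 500 most variable genes. The RAGE ligands were compared in FPKM by exact permutation of the libraries. Counts of parent genes and their pseudogene copies were summed per family and tested within the same fit. Clusters of called genes were tested per chromosome and within 10 Mb of Ager by Fisher's exact test.
Genes are named by a rule: in each comparison of a mutant with WT and each direction, the 8 with the largest change and the 4 others with the smallest p, among those called with every mutant library above (or below) every WT library at a mean of at least 1 CPM, up to 4 called members per list by p, and every gene the paper names; values in the paper's tables count as seen. Genes outside the rule were named after their values were seen. The comparisons, the rule, the lists and most alternatives were set before the deposited files were examined. The paper's supplementary gene tables, made from these samples, had been read by then, and the lists of macrophages, T cells, regulatory T cells, NK cells, Wnt genes, parent genes and copies, and genes the paper names were drawn up with them in view. Replicate numbers are shared between genotypes, and no source says what they mark. In lung, the deviations of the 3 pairs of *Ager* AHA/AHA and *Ager*-/- libraries with the same number had correlations of 0.117 to 0.167. A pair with different numbers, *Ager* AHA/AHA replicate 3 and *Ager*-/- replicate 1, reached 0.150, so a pairing is possible but not shown. That comparison was fitted without pairing, with the replicate block given as an alternative. The other comparisons had at least 1 pair under 0.1 or a single pair. The alternatives were DESeq2, RLE scaling, no filter and a stricter filter (1 CPM in 3 libraries), fits of only the compared groups, a fit that is not robust, counts thinned to the smallest library, limma on log2 FPKM with a pseudocount of 1 or 0.1, the authors' p-values over the genes kept here, a block for the replicate number, each library left out, and no fold threshold. Another 5 alternatives were added after the data were seen: the FPKM set as a covariate, the first FPKM set only, leaving out copy, erythroid and sex-linked genes, leaving out markers of other cell types, and library totals without TMM factors for neutrophils. The mean normalized counts in the authors' tables were not used here, and no enrichment test of gene ontology terms was run.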

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

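The tests of other groupings of the libraries and of the tissue by genotype interaction were planned, and the comparison of single libraries was planned for groups of at least 4. In 118 groups of 4 lung libraries, 15 values lay apart from the other 3 libraries by Dixon's test, where chance gives about 1 in 20 groups. In *Ager* AHA/AHA replicate 4 the mean of the interferon-induced genes was 4.97 log2 CPM against 3.47 to 3.59 in the other *Ager* AHA/AHA lungs, and Ifi44 (17.0 CPM against 5.90 to 6.58), S100a8 (104 against 12.3 to 20.9), S100a9 (149 against 17.2 to 30.7), Ly6c1 (369 against 180 to 195) and Itgam (6.14 against 3.59 to 3.99) were highest there. The other values were Tpm3-rs7 at 1.84 CPM in *Ager* AHA/AHA replicate 3 (2.22 to 2.27 in the others), S100a13 at 92.3 in *Ager* AHA/AHA replicate 2 (84.0 to 84.5), the antigen presentation list at 4.74 log2 CPM (4.49 to 4.52) and the NK list at 1.32 (0.624 to 0.725) in *Ager*-/- replicate 1, the heparan sulfate list at 4.68 (4.51 to 4.53), Rps3a2 at 78.3 CPM (88.8 to 90.0), S100a6 at 637 (727 to 740) and S100a13 at 85.7 (99.1 to 101) in *Ager*-/- replicate 5, and Ifi208 at 5.18 CPM in *Ager*-/- replicate 4 (2.76 to 3.11).
Effects that differed between the tissues by the interaction test numbered 213 genes for *Ager* AHA/AHA and 1171 genes for *Ager*-/-. Ager itself, barely transcribed in neutrophils, differed by 7.59 on the log2 scale in *Ager*-/-. Tissue cannot be told apart from LPS treatment and collection here. Of 40 groupings of the libraries, 1 gave as many genes for *Ager* AHA/AHA, the real one (213, highest other 18), and 1 for *Ager*-/- (1171, highest other 311). At that number of groupings this argues against chance for the counts as a whole, not for each gene called.
The paper sets the mutants side by side by their DEGs against WT, and in a direct test 53 genes differed between them in neutrophils and 171 in lung. In lung, 1 of 35 splits of the libraries, the real one, gave values as large as the real ones for each count. Called genes numbered 27 (highest other 1) for *Ager* AHA/AHA against WT, 156 (highest other 0) for *Ager*-/- against WT and 171 (highest other 6) for *Ager*-/- against *Ager* AHA/AHA. Called list members numbered 6, 59 and 54 (highest others 0, 0 and 7). The difference between the counts of *Ager*-/- and *Ager* AHA/AHA was 129 (highest other 3). Over all splits this argues against chance for the counts as a whole, not for each gene called, with no adjustment for the number of such tests. For *Ager*-/- against *Ager* AHA/AHA, 8 of the 35 splits part the 3 same-number pairs as the real one does, too few for a share under 0.05, and the highest other of them gave 0 genes and 0 list members, against 6 and 7 in the splits that part fewer pairs. In neutrophils, 10 splits are too few for a share under 0.05: 1 split gave as many called genes (223, 650 and 53, highest others 0, 0 and 0) and as many called list members (38, 109 and 19, highest others 0, 0 and 0), and 2 splits gave as large a difference between the mutants' counts (427, highest other 458).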

How the results depend on the processing

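For results tested in many settings, values are given as the main value, then the others. With no fold threshold, 423 and 1240 DEGs were counted in *Ager* AHA/AHA and *Ager*-/- neutrophils (main 223 and 650), 541 in *Ager*-/- lung (156) and 551 between the mutants in lung (171), and 99 genes were lower in both mutants in neutrophils (15). With no filter, 389 (*Ager* AHA/AHA neutrophils), 90 (between the mutants, main 53) and 229 shared higher genes (132). With DESeq2, 32 genes (between the mutants in neutrophils), 237 (*Ager*-/- lung) and 481 (*Ager* AHA/AHA interaction, main 213). With limma on log2(FPKM + 1), log2(FPKM + 0.1) and log2(FPKM + 1) with no filter, the counts were 26, 24 and 11 (*Ager* AHA/AHA neutrophils), 64, 61 and 28 (*Ager*-/- neutrophils), 31, 30 and 28 (between the mutants), 10, 17 and 6 (*Ager* AHA/AHA lung, main 27), 41, 70 and 28 (*Ager*-/- lung), and 45, 91 and 27 (between the mutants in lung); the shared genes were 7, 7 and 1 (neutrophils, higher), 4, 3 and 3 (lower), 1, 3 and 0 (lung, higher, main 5) and 2, 2 and 1 (lung, lower, main 4). List members called (38 in *Ager* AHA/AHA and 109 in *Ager*-/- neutrophils, 19 between the mutants, 59 in *Ager*-/- lung, 54 between the mutants in lung) were 65, 31 and 90 with DESeq2 (*Ager* AHA/AHA neutrophils, between the mutants, *Ager*-/- lung), 84 and 42 with no filter, and 61 with only the compared groups. Between the mutants in lung, where a pairing by number is possible but not shown, the replicate block gave 138 DEGs (main 171), with 124 called in both fits and none of the 171 reversed. In the other comparisons the libraries share only a number (correlations −0.185 to 0.145 in neutrophils, −0.236 to 0.145 in lung, and 3 of 10 lung libraries correlated best with their own number); there, with a replicate block, 19 and 52 DEGs, 5 and 2 shared genes, and 8 and 25 list members were called in neutrophils. With the first FPKM set only, chosen after the data were seen, 22 and 214 DEGs in neutrophils, 74 in *Ager*-/- lung and 79 between the mutants in lung, 10 and 3 shared genes in neutrophils and 1 in lung (higher), and 11 and 57 (neutrophils), 30 and 33 (lung) list members. Without TMM factors, also chosen after the data were seen, 1636 DEGs (*Ager*-/- neutrophils) and 5 shared lower genes. Leaving out each library in turn gave 40–352 DEGs (*Ager* AHA/AHA neutrophils), 158–695 (*Ager*-/- neutrophils), 41–62 (between them), 19–30 (*Ager* AHA/AHA lung), 88–180 (*Ager*-/- lung) and 125–211 (between them); shared genes 22–196 (neutrophils, higher), 3–26 (lower), 3–5 (lung, higher) and 3–4 (lower); list members 13–74, 48–114 and 18–23 (neutrophils), 6–7, 34–67 and 37–62 (lung); interaction 41–586 (*Ager* AHA/AHA) and 732–1506 (*Ager*-/-); libraries nearest to their own genotype 8–8 in neutrophils and 3–7 in lung (main 4). Near Ager, the odds ratio for *Ager* AHA/AHA neutrophils (2.40) was 1.69 within 20 Mb and 1.32 with no fold threshold, and for *Ager*-/- lung (2.81) 1.87 with protein-coding genes only; on chromosome 3 for *Ager*-/- neutrophils (1.25) 1.35 with no fold threshold. The sum of Rpl34 and Rpl34-ps1 in *Ager*-/- lung (0.54) passed with DESeq2 (0.54) and with no filter (0.54). For named genes, 194 of 271 pairs of gene and comparison were called in the main fit. Of 5898 alternative values, 5184 had the same outcome as the main fit, called or not called. Another 694 no longer passed, 20 newly passed and 0 changed direction with a call. The cause of these differences was not tested.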

Differences from the paper's values

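For none of the values compared at the main setting did the value here differ from the paper's by the criteria used, which asked for a gap above the replicate spread and above 1.5-fold. At the paper's thresholds, the authors' deposited table holds 496 genes higher in *Ager*-/- neutrophils, more than the legend of Figure 5 states.
For statements on single genes, the paper lists Ifi44 among the genes lower in *Ager* AHA/AHA in both tissues; here it was not called in *Ager* AHA/AHA lung (log2 fold change −0.48, adjusted p = 0.947 from edgeR), and of the settings run it was called without *Ager* AHA/AHA replicate 4 (−1.01, adjusted p = 0.0200), while Gbp2b and Gm28438 were lower in both tissues, as was Ifi44l. The paper gives S100a8 as lower in *Ager*-/- neutrophils; here FPKM changed by −36.6%, and the log2 fold change of −0.55 had an adjusted p of 0.0955 over all genes and 0.0446 over the ligands alone, with 0.0515 to 0.468 over the alternatives, while S100a11 was called (−0.71, adjusted p = 0.0376). Beyond the ligands the paper names as changed, S100a10 was higher in *Ager*-/- neutrophils (0.70, adjusted p = 0.0442). In *Ager*-/- lung, S100a11 went the other way from neutrophils and was higher (0.45, adjusted p = 0.0344 from edgeR). Its FPKM rose by 40.9% there (exact permutation p = 0.0571).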

Other observations

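Tests reported here were chosen after the results were seen, apart from the clustering of called genes by chromosome and the comparison of neutrophil and lung changes of called genes on chromosome 3, which were written before.
In *Ager*-/- mice, counts at copies of Rps3a, Rps13, Rps15a and Tpm3 rose in both tissues. Of the parent genes, Rps3a1 and Tpm3 were lower in both tissues and Rps13 in lung, while Rps15a was lower in lung and higher in neutrophils. Of 6 sums of parent and copies of Rps3a, Rps13 and Tpm3, 0 were higher. For Rps3a and Tpm3 this argues against raised transcription of the copies beside unchanged parents. A fall of the parent at the same time could hide such a rise. For Rps13 the copies gained little beside the parent (12.1 CPM against 70.2 CPM in WT neutrophils, 100 against 468 in lung), so its sums cannot decide. The question stays open for Rps15a, whose sum was higher in 1 of 2 tissues. A strain variant in the parent genes against the reference may be the source: the copies' share differed between neutrophils and lung by at most 6.59 percentage points. Reads counted at another copy cannot be told apart from other sources, since in 5 of 8 pairs of family and tissue the CPM lost by the parent were between 0.5 and 2 times those gained by the copies, and the counting settings are not given.
Called genes of both mutants gather on chromosome 3 in lung, with 11 of 27 in *Ager* AHA/AHA (odds ratio 12.8, 95% confidence interval 5.37 to 29.6) and 26 of 156 in *Ager*-/- (3.78, 2.37 to 5.83), where the chromosome holds 5.13% of genes. Reads shared between copies are argued against, since the odds ratio was 3.08 (1.69 to 5.28) among protein-coding *Ager*-/- calls without parent genes and copies. Loss of RAGE signaling acting on these genes cannot be told apart from other sources: of the 11 *Ager* AHA/AHA calls, 5 differed between the mutants (Mcoln3, Ifi44l, Gbp2b, Arsj and A930005H10Rik; Mcoln3 not with the replicate number as a block), and 6 moved alike in both (Mcub, Alpk1, Frrs1, Rpl34, Gm43428 and Gm43429), and the mutants may differ in what RAGE does. Chromosome segments of another strain or substrain may contribute, as a hypothesis: calls on chromosome 3 changed the same way in neutrophils more often than calls elsewhere (9 of 11 against 21 of 54, odds ratio 6.87, 1.25 to 71.6). This used 65 of the 183 lung calls, those tested in neutrophils without parent genes, copies and Ager, and left out 26 of the 37 on chromosome 3. Genes called in both mutants count once per mutant there, against the same WT libraries. Counted once each, it was 7 of 8 genes against 20 of 53 (odds ratio 11.1, 1.28 to 534). Both counts pool the mutants. Among the *Ager* AHA/AHA calls used, those that did not change the same way were Alpk1 on chromosome 3 and Wdfy1 elsewhere. The difference thus rests on the *Ager*-/- calls. Among those elsewhere that did not change the same way were NK and T cell genes, such as Gzma, Klrd1, Cd3d and Il2rb. These were lower in lung and higher in neutrophils, so the odds ratio is not a measure of chromosome 3 alone. The calls in neutrophils gathered less on chromosome 3, with odds ratios of 2.11 (1.27 to 3.35) in *Ager* AHA/AHA and 1.25 (0.867 to 1.76, an interval that holds 1) in *Ager*-/-. The sample records give C57BL/6 for all mice. By the paper, the *Ager* AHA/AHA mutation was made in C57BL/6J eggs and its carriers were mated to WT C57BL/6J mice. The *Ager*-/- mice came from another laboratory, and no breeding after that is given. Which group would hold such segments, WT included, was not tested.
Of 112 markers of macrophages, antigen-presenting cells, T cells, regulatory T cells, NK cells and dividing cells, 60 were higher in *Ager*-/- leukocytes of the air pouch, which held more than 95% neutrophils by the authors' account. The lists of macrophages, T, regulatory T and NK cells were drawn up with the paper's gene tables in view, so the tests use the others. TMM factors are argued against as the whole source, since a factor per library moves all genes alike, and in *Ager*-/- the median log2 fold change of 40 antigen presentation and cell cycle genes lay above that of all other genes by 1.21 (0.849 to 1.41). More cells of particular types may be a source and stay open, with abundant genes moving apart: from WT to *Ager*-/-, Apoe went from 78.5 to 207 CPM, Cd74 from 534.8 to 761.5 CPM and Il2ra from 47.0 to 119.8 CPM, while Csf1r (115 to 104) and Cd68 (116 to 94.7) did not rise. A lower share of neutrophils cannot be told apart from this, since the median of 17 antigen presentation genes (0.886) exceeded that of 21 markers of B cells, mast cells, eosinophils, fibroblasts, endothelium, erythroid cells and skin (0.106) by 0.779, with an interval that holds 0 (−0.0772 to 1.70; permutation p = 0.0141). Without the erythroid and skin genes, a choice that was also tried, it was 1.13 (0.100 to 1.81), so the outcome depends on the lists taken. Antigen presentation genes such as H2-Ab1 lie near Ager on chromosome 17, which these tests do not take into account. Expression by the neutrophils themselves stays open as well, with a median of −0.44 for the neutrophil markers (−0.579 to −0.284).
In *Ager* AHA/AHA, mt-Nd3 was higher and Gm28438 lower in both tissues (mt-Nd3 log2 fold change 5.76 in neutrophils and 3.76 in lung, Gm28438 −4.79 and −3.70). No explanation was tested, and sharing of reads between them was not excluded.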
